# High-Throughput Analysis of Promoter Occupancy Reveals New Targets for *Arx*, a Gene Mutated in Mental Retardation and Interneuronopathies

**DOI:** 10.1371/journal.pone.0025181

**Published:** 2011-09-22

**Authors:** Marie-Lise Quillé, Solenne Carat, Sylvia Quéméner-Redon, Edouard Hirchaud, Daniel Baron, Caroline Benech, Jeanne Guihot, Morgane Placet, Olivier Mignen, Claude Férec, Rémi Houlgatte, Gaëlle Friocourt

## Abstract

Genetic investigations of X-linked intellectual disabilities have implicated the *ARX* (*Aristaless-related homeobox*) gene in a wide spectrum of disorders extending from phenotypes characterised by severe neuronal migration defects such as lissencephaly, to mild or moderate forms of mental retardation without apparent brain abnormalities but with associated features of dystonia and epilepsy. Analysis of *Arx* spatio-temporal localisation profile in mouse revealed expression in telencephalic structures, mainly restricted to populations of GABAergic neurons at all stages of development. Furthermore, studies of the effects of *ARX* loss of function in humans and animal models revealed varying defects, suggesting multiple roles of this gene during brain development. However, to date, little is known about how ARX functions as a transcription factor and the nature of its targets. To better understand its role, we combined chromatin immunoprecipitation and mRNA expression with microarray analysis and identified a total of 1006 gene promoters bound by Arx in transfected neuroblastoma (N2a) cells and in mouse embryonic brain. Approximately 24% of Arx-bound genes were found to show expression changes following Arx overexpression or knock-down. Several of the Arx target genes we identified are known to be important for a variety of functions in brain development and some of them suggest new functions for Arx. Overall, these results identified multiple new candidate targets for Arx and should help to better understand the pathophysiological mechanisms of intellectual disability and epilepsy associated with *ARX* mutations.

## Introduction

Intellectual disability (ID) is usually defined as a heterogeneous group of disorders resulting from a variety of acquired and genetic causes, and is thought to affect approximately 1% of the population across the world [1]. The observation that ID is preferentially expressed in males has led to focus on genes located on the X chromosome. To date, more than 90 associated genes have been identified [2]. One of the most frequently mutated genes is the *Aristaless-related homeobox* (*ARX*) gene (Entrez Gene 170302) located on Xp22.13. It was first identified in 2002 as involved in non-syndromic X-linked mental retardation (OMIM 300382 and 300419) [3] and West syndrome (OMIM 308350) [4], [5]. Since then, several other mutations have been described and implicated *ARX* in a wide spectrum of disorders extending from phenotypes with severe neuronal migration defects such as X-linked lissencephaly with abnormal genitalia (XLAG), to milder forms of mental retardation without apparent brain abnormalities but with associated features of dystonia and epilepsy [3]–[10].

Although Arx is expressed in several structures including the brain, pancreas, developing testes, heart, skeletal muscle and liver [3], [6], [11]–[13], the most striking consequences of *Arx* loss of function concern the brain and testis in both mouse and human. In the developing and adult brain, Arx is strongly expressed in telencephalic structures, particularly in populations of GABA-containing neurons [15]–[17]. Recent studies of the effects of *Arx* loss of function revealed that this gene contributes to almost all fundamental processes of brain development: patterning, neuronal proliferation and migration, neuronal maturation and differentiation as well as axonal outgrowth [6], [14], [17], [18].

*Arx* encodes a transcription factor which belongs to one of the three largest classes of homeoproteins, the paired (Prd) class. Genes from this family are characterised by a 60-amino acid homeodomain responsible for DNA-binding. In addition, they often contain other motifs that can contribute to DNA and/or co-factor binding specificity. For example, the highly conserved octapeptide domain located in the N-terminal part of Arx, as well as another C-terminal region including the fourth polyalanine tract, have transcriptional repressor activity while the aristaless-related domain, located at the C-terminus, has transcriptional activator activity [19], [20]. A few co-factors of Arx have been identified: the Groucho/transducin-like enhancer of split (TLE) family of co-repressors interacts with Arx octapeptide, whereas repression by the second domain occurs through the interaction with C-terminal binding proteins (CtBPs) [20]. In addition, Arx has four polyalanine tracts. The two ones located in the N-terminal part of Arx seem particularly important for the function of the protein as several expansions have been identified in patients. For this type of mutations, it has recently been suggested that the level of transcriptional repression activity may depend on the length of the alanine expansion [19]. Changes in the transcriptional activity of Arx may thus have subtle effects on neuronal function and contribute to the pathogenesis of *ARX*-related disorders, in particular intellectual deficiency and epilepsy.

Although two gene expression profile analyses comparing E14.5 wild-type and *Arx* mutant ventral telencephalic tissues have recently been published in mouse, very few targets for this transcription factor have been described and only three (*Lmo1*, *Ebf3* and *Shox2*) have been found to be direct [21], [22]. Here, using chromatin immunoprecipitation in Arx-transfected neuroblastoma cells (N2a) or E15.5 mouse embryonic brain, followed by hybridization to mouse promoter arrays (ChIP-chip) [23], we identified new direct targets of Arx. We found a total of 1006 Arx-bound genes. A significant proportion of these promoters were enriched for a sequence very similar to a motif previously identified as Arx-binding motif. Both fixation and regulation of subsets of these targets have then been confirmed by ChIP-PCR and by the analysis of transcriptomic experiments performed from either Arx-overexpressing N2a cells or *Arx* knock-out mice.

## Results

### Assessment of the specificity of the ChIP protocol

To better understand the role of *Arx* and the effect of its mutations on brain development, we used chromatin immunoprecipitation on promoter arrays (ChIP-chip) to identify direct targets of this transcription factor. As Arx is not endogenously expressed in any known neuronal cell line, we decided to use Arx-transfected mouse neuroblastoma (N2a) cells. This cell line has recently been used to validate three direct targets of Arx (*Lmo1*, *Ebf3* and *Shox2*) [21]. We first tested the ability of two different polyclonal Arx antibodies (anti-Arx-HD directed against the homeodomain region of Arx and produced by Poirier et al. [15] and Arx C-14 from Santa Cruz directed against the C-terminal part of the protein) to work in protein immunoprecipitation. Both antibodies could immunoprecipitate the transfected Arx protein, however the antibody from Santa Cruz seemed a bit more efficient than anti-Arx-HD (data not shown and Figure 1A). To test the ability of these antibodies to work in chromatin immunoprecipitation, we took advantage of the previous identification of three direct targets of Arx [21]. N2a cells transfected with Arx were first treated with formaldehyde to preserve interactions between Arx and its target DNA. Following cell lysis, genomic DNA was sheared into fragments of 300–600 bp and precipitated using i) one of the two polyclonal Arx antibodies, ii) an antibody directed against DNA Polymerase II which is known to bind the *Gapdh* gene, iii) without any antibody. Then, the presence of *Lmo1*, *Ebf3* and *Shox2* in each immunoprecipitate was assessed by quantitative PCR (qPCR) (Figure 1B). The results showed that Arx C-14 antibody yielded successful enrichment of the 3 specific targets which, on the opposite, were not present in the anti-PolII immunoprecipitates (Figure 1B). Similar results were obtained with anti-Arx-HD although this antibody seemed slightly less specific (data not shown). We thus decided to use the commercial antibody in most of the following experiments. We then amplified, labelled and cohybridized Arx-immunoprecipitated DNA and total DNA input onto Agilent mouse promoter arrays.

**Figure 1:**
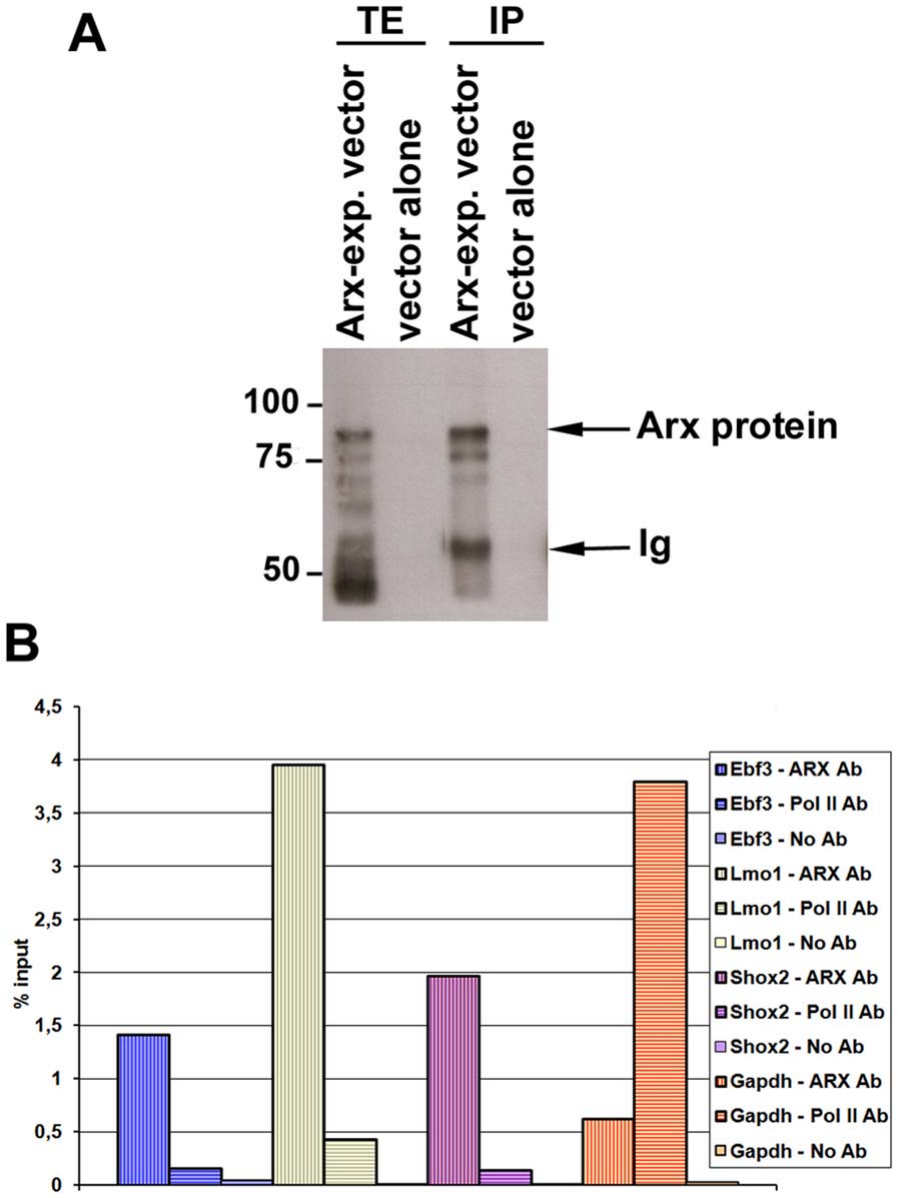
Assessment of the specificity of the ChIP protocol. A) Arx immunoprecipitation from N2a cells transfected with an Arx-expressing vector or a vector alone and using the Arx C-14 antibody from Santa Cruz. Detection using the anti-Arx-HD antibody revealed a major band at approximately 80 kD, which corresponds to the size of Arx protein. TE: total extracts, IP: immunoprecipitation, Ig: immunoglobulins. B) Enrichment of *Ebf3*, *Lmo1* and *Shox2* promoter regions was assessed by qPCR using either Arx or PolII-immunoprecipitates or using no antibody and was compared to the total input. *Gapdh* was used as a positive control with DNA Pol II. Here, we show an example of the results obtained in a ChIP experiment with Arx C-14 antibody from Santa Cruz. The enrichment of *Ebf3*, *Lmo1* and *Shox2* was checked similarly for each replicate experiment before DNA was applied to the microarrays.

### Identification of an Arx-binding motif in ChIP-positive sequences obtained from Arx-transfected N2a cells

The mouse promoter microarrays from Agilent Technologies (G4490A) consist of two arrays with approximately 244 000 60-mer oligonucleotide probes spaced every 100–300 bp across regions of interest. They cover −5.5 kb upstream to +2.5 kb downstream of the transcriptional start sites of approximately 17,000 of the best-defined mouse genes. These arrays have previously been used to identify binding sites of other important transcription factors such as Pax6 [24]. 

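Neuro2a (N2a) cells, a mouse neuroblastoma line, were transfected with an Arx expression vector, and DNA bound by Arx was recovered with the Arx antibody in 3 replicates. In each replicate, amplified immunoprecipitated DNA labelled in red and amplified input DNA labelled in green were hybridized together to the 2 arrays of the promoter set. The same dye always marked the immunoprecipitated DNA, and no arrays of a control immunoprecipitation were analysed here. The arrays hold 474380 different probes of 44 to 60 bases with a median distance of 182.5 bp to the next probe, and they name 16840 genes. Probe positions are as the array files give them, and the files do not name the genome build. Input DNA was well above background at 98.7 to 99.96% of the probes of an array and immunoprecipitated DNA at 96.1 to 99.9%. The authors' image analysis gave background-subtracted, dye-normalized intensities for each channel. The log2 ratio of immunoprecipitated over input DNA was computed from these intensities, spots marked as outliers were left out and each array was centred on its median. Each probe was tested against a log2 ratio of 0 with limma, two-sided, in a fit that also held the brain arrays. A probe was called enriched at an adjusted p under 0.05 with a mean log2 ratio of 1 or more, and a gene was called enriched with at least 1 such probe. The number of arrays limits the precision.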

Three independent ChIP-chip experiments were performed from N2a cells transfected with Arx. As previously described (Figure 1B), the enrichment of *Lmo1*, *Ebf3* and *Shox2* was checked in each replicate before immunoprecipitated DNA was applied to the microarrays. These experiments identified 927 genes consistently enriched in Arx-immunoprecipitated material (geometrical mean of the *P*-values of the 3 experiments ≤10^−4^ with a *P*-value<10^−3^ in at least 2 experiments) (Table S1) (Figure 2A–B).

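In Arx-transfected N2a cells, 4020 probes at 2007 genes were called enriched, and 1421 probes were called lower than input by the same criteria. Lgi1, which encodes a secreted neuronal protein mutated in a familial epilepsy, had a log2 ratio of 4.97 ± 1.22 (SD, n = 3) with an adjusted p of 2.16e-08 at its called probe (chromosome 19 from 38329036 to 38329086). Ubqln4, a ubiquitin-binding protein, had 4.42 ± 0.77 (SD, n = 3) with an adjusted p of 5.53e-10, and Ccrl2, an atypical chemokine receptor, had 4.39 ± 0.67 (SD, n = 3) with an adjusted p of 2.76e-10. Abhd11, a mitochondrial hydrolase, had 4.26 ± 1.31 (SD, n = 3) with an adjusted p of 7.90e-05. These 4 genes are among the 10 with the highest log2 ratios, and Ubqln4 and Ccrl2 held 10 called probes each where Lgi1 and Abhd11 held 1. Of the called probes, 55.1% lay in promoters, 34.3% inside genes and 4.85% downstream, where all probes of the arrays divide into 47.9%, 43.6% and 2.09%. At the positions given in Table S1, 435 of 628 probes listed for N2a cells alone and 282 of 290 listed for both conditions were called, and since the study chose them on these arrays they are not independent evidence. For 60 of the 628 and 2 of the 290, Table S1 gives a range and not an exact probe. There the probe with the highest N2a log2 ratio in the range was taken, which favours a call. The selection rule of the paper was also rebuilt from its methods and applied at the probe of each gene with the lowest geometric mean of P. It selected 1436 genes, among them 798 of the 818 N2a genes of Table S1 that were found by symbol.

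Without N2a replicate 3, 2364 probes and 1167 genes were called and the rebuilt rule selected 761 genes, while without N2a replicate 1 the called genes numbered 3199. With a replicate left out, the rebuilt rule needed P under 0.001 in both others, which is stricter than in 2 of 3. Enriched probes were 73.9% of all probes called in either direction, 56.0% without N2a replicate 3, 83.7% after loess within each array and 96.5% both after normexp background correction, with 1907 probes at 961 genes enriched, and in the value table of the authors, with 2184 probes at 1189 genes. The paper states that the genes selected by its rule were consistently enriched in Arx-immunoprecipitated material.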

**Figure 2:**
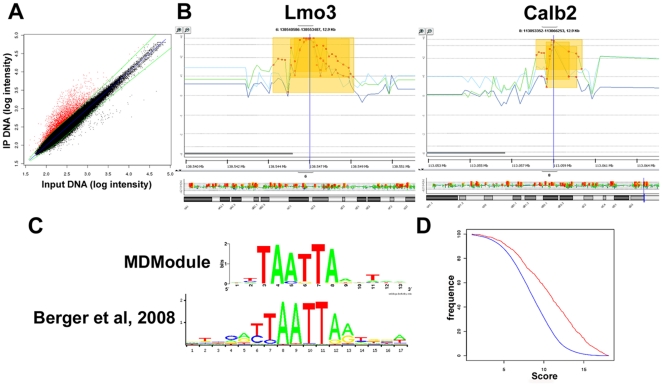
ChIP-chip results obtained from Arx-transfected N2a cells. A) Graph representing log_2_ probe intensities of Arx-immunoprecipitated DNA (IP) and input DNA obtained in a representative ChIP experiment. The red dots indicate the probes enriched in Arx-immunoprecipitates compared to total input DNA. B) Examples of the enrichment profiles of Arx-bound promoter regions visualized by DNA analytics software. The 3 lines represent data obtained from 3 independent ChIP-chip experiments and show the reproducibility between the 3 replicates. C) The resulting weighted matrix discovered through the MDModule analysis (top) appears to be similar to the motif identified by Berger et al. [27] (bottom). D) Frequency distribution of scores. The TAATTA motif identified by MDModule was significantly more present in ChIP-enriched sequences (red curve) by comparison to negative control sequences (blue curve).

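Uncx4.1, a homeobox gene, had log2 ratios of 4.06, 3.62 and 4.59 in N2a replicates 1, 2 and 3 at its called probe with the lowest p (chromosome 5 from 139793481 to 139793540), and 12 of its probes were called. Pou1f1, which encodes a homeodomain transcription factor of the pituitary gland, had 2.97, 1.86 and 3.17 in the same order and 11 called probes. Their means were 4.09 ± 0.49 (SD, n = 3) with an adjusted p of 1.57e-10 and 2.66 ± 0.71 (SD, n = 3) with an adjusted p of 7.90e-08. Across all probes, Pearson's r of the log2 ratios was 0.495 between N2a replicates 1 and 2, 0.537 between 1 and 3 and 0.454 between 2 and 3. Across the probes called enriched in N2a cells it was 0.491, 0.511 and 0.787 in the same order. These are correlations across probes, which are not independent replicates.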

To investigate whether target genes contain a consensus motif that could correspond to Arx-binding motif, we took the 500 most enriched genes based on *P*-values (Table S1) and used an unbiased approach with the MDModule of the MotifRegressor program [25] to identify sequence motifs enriched within 450 bp of the center of the corresponding positive probes. This approach detected several motifs in a significant number of Arx-immunoprecipitated probes. Similar motifs were then gathered using the MotifsComparator program [26] to lead to a consensus sequence, which appeared to be similar to the one defined by Berger et al. [27] as Arx-binding motif (Figure 2C). These authors identified this motif by using protein-binding microarrays to determine the *in vitro* DNA-binding preferences of several mouse homeodomains to all possible 8-nucleotide sequences [27]. In our experiments, the Arx-immunoprecipitated promoters were unambiguously enriched for this motif by comparison to control (*P*-value not significant in any replicate) promoter regions not bound by Arx (Figure 2D). Next, we used the EMBOSS Profit algorithm to search all ChIP-positive probes using both motifs. We found that 490 genes (≈53%) of promoter regions bound by Arx in all three experiments contained one or several motifs with at least 75% similarity to Arx-binding motif. This result was significantly higher than the number of motifs obtained in a set of control (probes with a *P*-value not significant in any replicate) sequences.

### Identification of Arx targets from mouse embryonic brains

To validate these results in a more physiological situation, we decided to do similar experiments from E15.5 mouse embryonic brains, which correspond to an important time for neuronal migration and differentiation and which shows a high expression of Arx. 

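Forebrains of mouse embryos at day 15.5 were used, with those of 3 embryos pooled in each of 3 replicates, and chromatin was recovered with the Arx antibody and compared with the input DNA of the same tissue. This tissue expresses Arx without transfection. Input DNA was well above background at 99.3 to 99.8% of the probes of an array and immunoprecipitated DNA at 99.5 to 99.7%. The standard deviation of the log2 ratios across probes was 0.23 and 0.24 on the arrays of brain replicate 3 and 0.37 to 0.40 on those of brain replicates 1 and 2. The image analysis software had the same version for brain replicate 1 and N2a replicates 2 and 3, a later version for brain replicates 2 and 3 and an earlier version for N2a replicate 1. Log2 ratios, the limma fit and the criteria for a call were those of the N2a arrays.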

We thus performed 3 independent experiments, hybridizing Arx-associated chromatin fragments to the same promoter microarrays. 

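In embryonic brain, 468 probes at 465 genes were called enriched and 138 probes were called lower than input. Comtd1, which encodes a protein with a catechol-O-methyltransferase domain, had a brain log2 ratio of 4.37 ± 1.03 (SD, n = 3) with an adjusted p of 1.65e-05 at chromosome 14 from 20642597 to 20642650, and Lgi1, the secreted neuronal protein, had 4.21 ± 0.73 (SD, n = 3) with an adjusted p of 1.65e-05. Snrp70, the U1 small nuclear ribonucleoprotein of RNA splicing, had 3.85 ± 0.57 (SD, n = 3) with an adjusted p of 2.13e-05, and Fignl1, an ATPase of homologous recombination, had 3.69 ± 1.20 (SD, n = 3) with an adjusted p of 8.20e-04. Trp53inp2, a regulator of autophagy, had 3.89 ± 2.54 (SD, n = 3) with an adjusted p of 0.013, and Derl3, a protein of endoplasmic reticulum-associated degradation, had 3.85 ± 1.48 (SD, n = 3) with an adjusted p of 0.0011. These 6 genes are among the 10 with the highest log2 ratios in brain, and each held 1 called probe. Called probes were divided into 41.5% in promoters, 51.7% inside genes and 0.855% downstream.

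The number of brain calls moved strongly with the replicates and the settings. Leaving out brain replicate 1, 58 probes at 57 genes were called, without brain replicate 2, 12 probes at 12 genes, and without brain replicate 3, 1029 probes at 1010 genes. Trp53inp2 and Derl3 were not called without brain replicate 1, nor these and Fignl1 without brain replicate 2. Normexp background correction left 5 probes at 5 genes, a fit in which limma's prior variance does not follow intensity left 6 probes at 6 genes, and centring within probe length, a setting chosen after the data were seen, left 109 probes at 113 genes. Enriched probes were 77.2% of the probes called in either direction, 57.1% without brain replicate 3, 100% of the 5 under normexp and 93.2% after centring within probe length. With N2a replicates 2 and 3 and brain replicate 1, which share a software version, they were 34.0% (622 enriched against 1206 lower), but there brain is the 1 replicate, assumed to vary as the N2a replicates do.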

In total, 369 genes were found consistently enriched in Arx-immunoprecipitated material (geometrical mean of the *P*-values of the 3 experiments ≤10^−3^ with a *P*-value<10^−3^ in at least 2 experiments) (Table S1) (Figure 3A–B). 

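Of the genes called enriched in embryonic brain, 393 (84.5%) were also called in Arx-transfected N2a cells, where 55.4 would be shared if the calls were independent (Fisher's exact test, two-sided, p = 3.95e-297). The calls are not independent by design, since both conditions were tested in a single fit with a shared spread for each probe. With each condition fitted alone, 468 of 552 genes called in brain were shared. A bias of single probes on all arrays, considered below, would give shared calls too. Ace, which encodes angiotensin-converting enzyme, had log2 ratios of 2.61 ± 1.21 (SD, n = 3) in N2a cells and 1.98 ± 0.88 (SD, n = 3) in brain at the same probe (chromosome 11 from 105790194 to 105790239). Rpn1, a subunit of the oligosaccharyltransferase complex, had 3.48 ± 0.88 (SD, n = 3) and 3.02 ± 0.58 (SD, n = 3), and Tle1, a transcriptional corepressor, had 2.77 ± 0.95 (SD, n = 3) and 1.82 ± 0.83 (SD, n = 3). Snrpn, an imprinted gene of a splicing protein, had 1.63 ± 1.20 (SD, n = 3) and 1.69 ± 0.64 (SD, n = 3). Their brain adjusted p values were 0.0152, 2.13e-05, 0.0155 and 0.02. A further 1614 genes were called in N2a cells alone and 72 in brain alone. Without brain replicate 1, 50 genes were called in both and of these 4 genes Rpn1 was called in brain, and without brain replicate 2 the number fell to 9 with Rpn1 again the one called. Shared genes numbered 4 after normexp correction and 6 in limma without a trend. Of Ace, Rpn1, Tle1 and Snrpn, none was called in brain after normexp correction. Rpn1 alone was called there in limma without a trend and after centring within probe length, a setting chosen after the data were seen.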

Our results revealed that out of these 369 genes, 290 were common to those identified in transfected N2a cells (Figure 3C).

**Figure 3:**
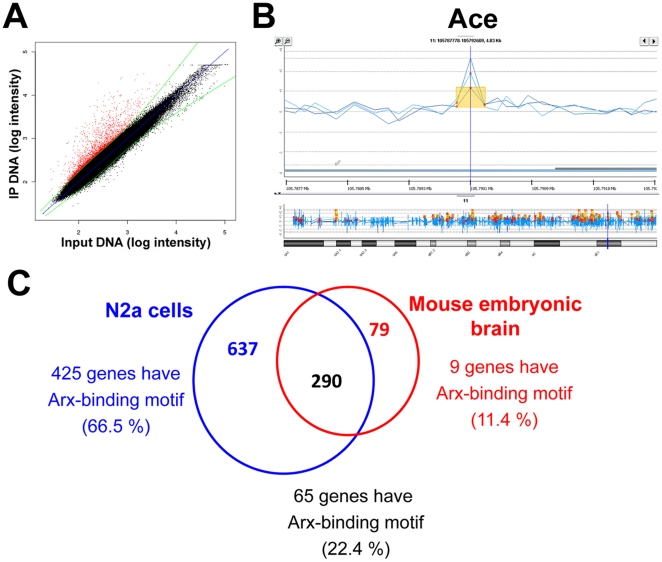
ChIP-chip results obtained from mouse embryonic brain. A) Graph representing log_2_ probe intensities of Arx-immunoprecipitated DNA (IP) and input DNA obtained in a representative ChIP experiment. The red dots indicate the probes enriched in Arx-immunoprecipitates compared to total input DNA. B) Example of the enrichment profiles of Arx-bound promoter regions visualized by DNA analytics. The 3 lines represent data obtained from 3 independent ChIP-chip experiments and show the reproducibility between the 3 replicates. Contrarily to N2a cells, in which several continuous probes were often found enriched, only one or two probes were found enriched per gene. C) Venn diagram illustrating the overlap (black) between Arx-immunoprecipitated genes in transfected N2a cells (blue) and mouse embryonic brain (red), and the number of genes with at least 75% match to Arx-binding motif.

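The paper's selection rule, rebuilt with its threshold for brain, selected 427 genes in brain, among them 310 of the 335 brain genes of Table S1 found by symbol, and 365 genes in both conditions. The limma fit called 263 of these 335 genes. At the positions in Table S1, 231 of 290 probes listed for both conditions and 59 of 79 listed for brain alone were called in brain, and the study chose these positions on the same arrays, so they are not independent evidence. For 2 of the 290 a range was given and its probe highest in N2a cells was taken. For 1 of the 79 it was the probe of the range highest in brain. Across all probes, Pearson's r of the log2 ratios was 0.455 between brain replicates 1 and 2, 0.294 between 1 and 3 and 0.308 between 2 and 3. Across the probes called in brain it was 0.476, 0.280 and 0.563 in the same order, and probes are not independent replicates. Without brain replicate 2 the rebuilt rule selected 164 genes in brain and 147 in both, and without brain replicate 3 it selected 237 and 191. The shared genes by this rule were 233 without N2a replicate 2 and 224 without N2a replicate 3. With a replicate left out, the rule needed P under 0.001 in both others, which is stricter than in 2 of 3.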

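Cdh2 (N-cadherin, a neuronal adhesion molecule) held 15 probes between 16955115 and 16957697 on chromosome 18, and 14 of them were called enriched in N2a cells and none in brain. At Olig3, a bHLH factor of neural progenitors, 1 of 20 probes between 19040761 and 19044569 on chromosome 10 was called, the same one in both conditions. Over all genes called, 401 of those in N2a cells (20.0%) held 3 or more called probes, 1337 (66.6%) held 1 and the most in a gene was 28. In brain no gene held 3 called probes, 454 of the 465 genes held 1 and the most was 2 (Fisher's exact test of the share with 3 or more, two-sided, p = 1.72e-40). A neighbouring probe within 500 bp was called or had a mean log2 ratio of 0.5 or more for 73.1% of the probes called in N2a cells and for 17.4% of those called in brain, where probes drawn at random gave 10.0% and 6.95% (Fisher's exact test between the conditions, two-sided, p = 1.09e-120). These p values do not measure the spread between replicates, since probes and genes are not independent replicates. Of the called probes 386, and of the called genes 393, belong to both groups compared. Among N2a probes the share with such a neighbour was 79.0% for those not called in brain and 17.7% for those also called in brain. At 100 to 150 bp from a called probe, the median log2 ratio was 1.04 around probes called in N2a cells alone, 0.06 in N2a cells around probes called in both conditions and 0.14 in brain around probes called in brain. In brain, 4 genes (Axin2, N28178, Sema3c and Tle1) held a pair of called probes within 500 bp, and they are named here after their values were seen. The difference between the shares fell from 55.6 to 25.9 percentage points (Fisher's exact test, p = 0.156) in limma without a trend, which calls 6 probes in brain, to 36.2 points without brain replicate 3 and to 12.5 points with N2a replicates 2 and 3 and brain replicate 1 alone, where the 1 brain replicate is assumed to vary as the N2a replicates do.

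**Figure D1:**
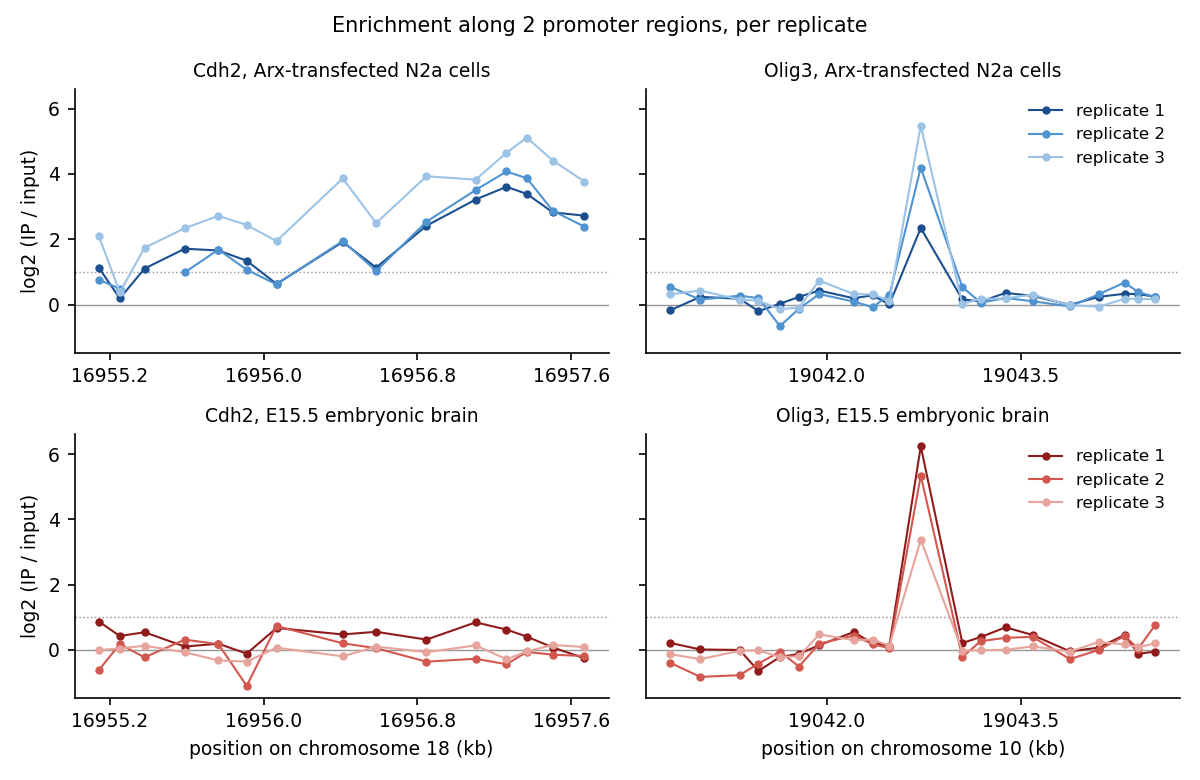
Log2 ratio of immunoprecipitated over input DNA (y axis) against position in kb (x axis) at Cdh2 and Olig3. Each of 3 N2a and 3 brain replicates has a line, with gaps at spots marked as outliers. At Cdh2, 10 probes lie above 1 in all 3 N2a replicates, and at Olig3 the 1 called probe stands alone in both conditions.

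**Figure D2:**
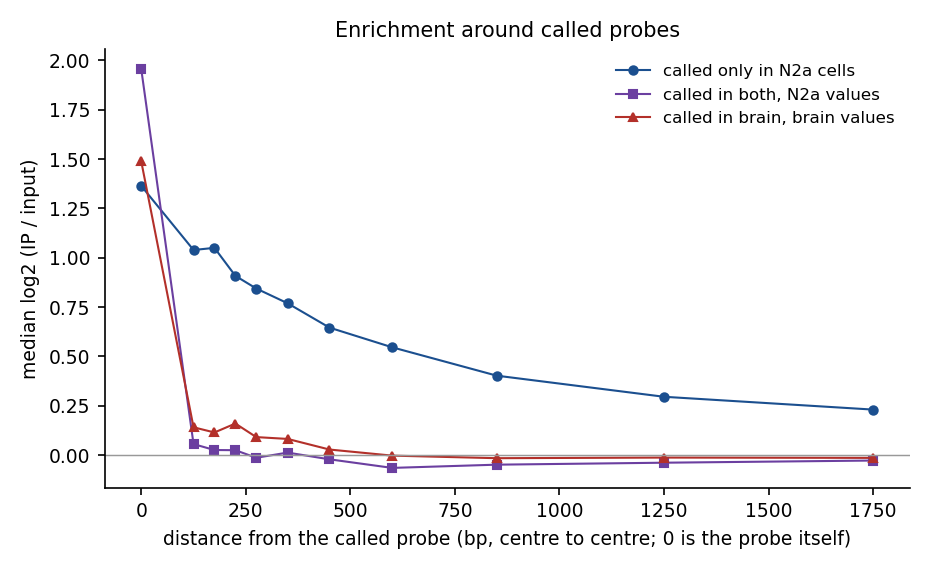
Median log2 ratio (y axis) of probes by distance in bp from a called probe (x axis), for probes called in N2a cells alone, for probes called in both conditions (N2a values) and for probes called in brain (brain values). The called probes themselves have medians of 1.36, 1.96 and 1.49.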

Then, using EMBOSS Profit as previously, we inspected the sequences identified in embryonic brain for both Arx-binding motifs (Figure 2C). Surprisingly, out of 369 genes, only 74 (20%) were found to have at least one Arx-binding site as previously defined (Figure 3C). Among these 74 genes, 65 genes were identified in both Arx-transfected N2a cells and mouse embryonic brain (Figure 3C). Although we tried to identify new or degenerated motifs in these negative sequences, we were not able to find a motif that was significantly more present in Arx-bound sequences by comparison to control (probes with a *P*-value not significant in any replicate) sequences.

### Validation of the fixation of Arx

To determine the validity of our ChIP-chip results, we randomly selected 21 candidate Arx-bound genes displaying representative degrees of enrichment based on *P*-values in the list of 1006 genes obtained in total in ChIP experiments (Figure 3C, Table S1). We performed quantitative QFM-PCR on Arx-immunoprecipitated material from transfected N2a cells and embryonic brain and compared the enrichment of these genes with total input DNA. Binding was confirmed for 19/21 genes in both transfected N2a cells and embryonic brain (Figure 4A). In contrast, there was no enrichment of any of these genes in control immunoprecipitates (anti-PolII or without any antibody) (data not shown). Similarly, Arx did not bind to *Vapb*, a negative control (*P*-value not significant in any experiment) (Figure 4A). These results confirmed ChIP-chip findings for *Pten*, which was only identified in N2a cells on microarrays and was also found negative in embryonic brain by ChIP-PCR. Similarly, *Jph4* which was hardly positive in N2a cells by ChIP-chip was only confirmed in brain by ChIP-PCR (Figure 4A). However, we observed that we were able to validate in both Arx-transfected N2a cells and E15.5 embryonic brain some genes, such as *Sh3tc2*, *Lmo3*, *Epha3*, *Cdh2*, *Calb2* that were negative in ChIP experiments performed from embryonic brains, suggesting a higher sensitivy of the quantitative ChIP-PCR method compared to ChIP-chip, at least in embryonic brains. 

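Vapb, an endoplasmic reticulum protein of vesicle traffic, had no called probe among its 27 probes in either condition. Its highest log2 ratio was 0.26 ± 0.31 (SD, n = 3) with an adjusted p of 0.304 in N2a cells (chromosome 2 from 173379815 to 173379874) and 0.28 ± 0.25 (SD, n = 3) with an adjusted p of 0.152 in brain (chromosome 2 from 173382857 to 173382903).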

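Pten, the lipid phosphatase and tumour suppressor, held 3 called probes in N2a cells and none in brain. The called probe with the lowest p, inside the gene at chromosome 19 from 32826370 to 32826426, had a log2 ratio of 2.01 ± 0.68 (SD, n = 3) with an adjusted p of 1.53e-06 in N2a cells and of -0.32 ± 0.20 (SD, n = 3) in brain, and the difference of N2a cells minus brain was 2.33 (standard error 0.24, adjusted p = 4.05e-05) in limma. The highest log2 ratio of Pten in brain was 0.30 ± 0.40 (SD, n = 3) with an adjusted p of 0.507. At the promoter position that Table S1 gives (chromosome 19 from 32818718 to 32818777), the log2 ratio was 0.10 ± 0.08 (SD, n = 3) with an adjusted p of 0.684 in N2a cells.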

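Jph4, a junctophilin that links the plasma membrane with the endoplasmic reticulum, had a single called probe, at chromosome 14 from 54062754 to 54062798. Its log2 ratio was 1.84 ± 1.07 (SD, n = 3) with an adjusted p of 0.00187 in N2a cells and 2.19 ± 1.14 (SD, n = 3) with an adjusted p of 0.0109 in brain. The difference of N2a cells minus brain was -0.34 (standard error 0.45, adjusted p = 0.759) and did not pass the test. The brain call was lost without brain replicate 1 or brain replicate 2 and in limma without a trend, and after normexp correction the probe was called in neither condition.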

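None of the probes of Sh3tc2, Lmo3, Epha3, Cdh2 and Calb2 was called in embryonic brain. The highest brain log2 ratio was 0.99 ± 0.53 (SD, n = 3) with an adjusted p of 0.0414 for Calb2, the calcium-binding protein calretinin of interneurons, and 0.84 ± 0.41 (SD, n = 3) with an adjusted p of 0.026 for Sh3tc2, a protein of peripheral nerve myelination. It was 0.49 ± 0.37 (SD, n = 3) with an adjusted p of 0.185 for N-cadherin, 0.47 ± 0.42 (SD, n = 3) with an adjusted p of 0.0738 for the ephrin receptor Epha3 and 0.44 ± 0.44 (SD, n = 3) with an adjusted p of 0.38 for the LIM-only protein Lmo3. At the probes that Table S1 gives for these genes, the brain log2 ratios were lower, between -0.12 for Calb2 and 0.12 for Sh3tc2, with SDs from 0.15 to 0.57 (n = 3). Calb2 was called in brain after loess within each array (log2 ratio 1.01), Calb2 and Sh3tc2 without brain replicate 3 (1.28 and 1.08), and both with a minimum ratio of 1.5 in place of 2.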

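Prph, Atrx, Hist1h4h, Gabrb3, Bhlhb5, Sema3c, Arid1a, Ppap2b, Cxcr7, Grm1, Shroom3 and Olig3 were all called enriched in both conditions. The study selected these 12 genes from its results on these arrays, so the count is not independent evidence. Olig3, a bHLH transcription factor of neural progenitors, had log2 ratios of 4.01 ± 1.57 (SD, n = 3) with an adjusted p of 2.15e-05 in N2a cells and 4.98 ± 1.47 (SD, n = 3) with an adjusted p of 1.13e-04 in brain. Arid1a, a subunit of the SWI/SNF chromatin remodelling complex, had 3.49 ± 1.59 (SD, n = 3) with an adjusted p of 4.95e-05 and 4.18 ± 1.24 (SD, n = 3) with an adjusted p of 4.52e-04, and Shroom3, an actin-binding protein of neural tube closure, had 3.88 ± 1.27 (SD, n = 3) with an adjusted p of 5.91e-07 and 3.65 ± 0.76 (SD, n = 3) with an adjusted p of 7.01e-05. Gabrb3, a subunit of the GABA-A receptor, had 3.11 ± 1.48 (SD, n = 3) with an adjusted p of 4.06e-05 and 2.13 ± 0.90 (SD, n = 3) with an adjusted p of 0.0196. Over the 12 genes, the log2 ratio at the called probe ranged from 2.57 (Ppap2b) to 4.33 (Prph, the neuronal intermediate filament peripherin) in N2a cells and from 1.34 (Cxcr7, a chemokine receptor) to the value of Olig3 in brain. Crb1, a polarity gene of the retina, held 4 called probes in N2a cells, and at the position of Table S1 (chromosome 1 from 141193767 to 141193826) it had 0.99 ± 1.33 (SD, n = 3) with an adjusted p of 0.125 in brain, where it was not called. Without brain replicate 1, Arid1a, Shroom3 and Olig3 were called in brain, without brain replicate 2 Shroom3 and Olig3, and after normexp correction Olig3. Hist1h4h and Cxcr7 were not called in brain without N2a replicate 2, and limma without a trend called none of the 12 there. At an adjusted p under 0.01, 3 of the 12 were called in brain. After centring within probe length, a setting chosen after the data were seen, 6 were. In N2a cells, Ppap2b was not called without N2a replicate 3, and Ppap2b and Sema3c were not called after normexp correction.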

Taken together, these observations confirm the specificity of our ChIP-chip results and that Arx not only binds *in vivo* to some of the 290 common genes obtained in N2a cells and mouse embryonic brain (as shown in Figure 4A for *Prph*, *Atrx*, *Hist1h4h*, *Gabrb3*, *Bhlhb5*, *Sema3c*, *Arid1a*, *Ppap2b*, *Cxcr7*, *Grm1*, *Shroom3* and *Olig3*), but also to genes that were identified only in N2a transfected cells (such as *Sh3tc2*, *Lmo3*, *Epha3*, *Cdh2*, *Calb2*, *Crb1*).

**Figure 4:**
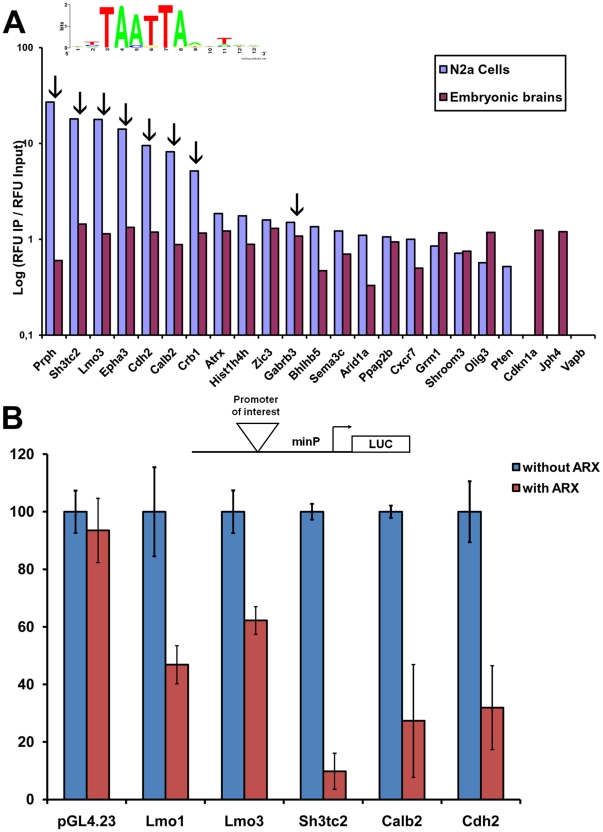
Confirmation of Arx binding to candidate promoter regions. A) Arx-immunoprecipitated DNA was compared to input DNA by ChIP/QFM-PCR to determine ChIP enrichment of 21 putative target genes. No enrichment occurred for the *Vapb* promoter which was consistently negative in all ChIP experiments. Bar heights represent log_10_ enrichment of the signal obtained for Arx-immunoprecipitated DNA versus input DNA for each promoter using site-specific primers. The arrows above the bars indicate sequences in which the previously defined Arx-binding motif was found. B) Confirmation of Arx binding to 5 different promoter sequences identified by ChIP using a luciferase reporter gene assay. *Firefly* luciferase data were normalized to *Renilla* luciferase expression and data are presented as the percentage of transcriptional activity compared to the vector control. Arx regulation was confirmed for *Lmo1*, *Lmo3*, *Sh3tc2*, *Calb2* and *Cdh2* promoter regions as transcriptional activity was repressed in the presence of Arx by comparison to the control transfection, whereas it had no effect on the plasmid alone pGL4.23. Error bars indicate SEM.

In addition, we observed that although the degree of enrichment of candidate genes containing the TAATTA motif (indicated by the arrows on Figure 4A) tended to be higher in Arx-immunoprecipitates from N2a cells, there appeared to be no correlation between the enrichment and the presence of the motif in genes immunoprecipitated from embryonic brain (Figure 4A). These results thus suggest that whereas overexpressed Arx seems to be primarily recruited to target genes by direct association with the previously defined motif, in a more physiological situation such as in embryonic brain, Arx is either recruited by association to other less common motifs that were not identified by MDModule or may be recruited through interaction with other cofactors. This hypothesis may explain why *Sh3tc2*, *Lmo3*, *Epha3*, *Cdh2*, *Calb2*, *Crb1* genes were found to have such a high *P*-value in ChIP-chip experiments from transfected N2a cells but not in mouse embryonic brain although the interaction also exists in embryonic brain as shown by ChIP-PCR on Figure 4A.

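At the probes of Table S1, Cdh2 had an N2a log2 ratio of 4.11 ± 0.52 (SD, n = 3) with an adjusted p of 9.05e-10 and Lmo3 had 3.97 ± 0.79 (SD, n = 3) with an adjusted p of 1.49e-09. Epha3 had 3.12 ± 0.36 (SD, n = 3) with an adjusted p of 1.83e-09, Calb2 had 2.88 ± 0.65 (SD, n = 3) with an adjusted p of 1.23e-08 and Sh3tc2 had 2.51 ± 0.62 (SD, n = 3) with an adjusted p of 8.21e-08, and Crb1 had 2.93 ± 1.15 (SD, n = 3) with an adjusted p of 9.88e-05. The difference of N2a cells minus brain at these probes was 4.14 (standard error 0.27, adjusted p = 2.29e-07) for Cdh2, 3.89 (standard error 0.27, adjusted p = 4.02e-07) for Lmo3 and 3.21 (standard error 0.22, adjusted p = 3.50e-07) for Epha3. For Calb2 it was 3.01 (standard error 0.23, adjusted p = 1.60e-06) and for Sh3tc2 2.39 (standard error 0.24, adjusted p = 2.36e-05). Crb1 differed by 1.94 (standard error 0.52, adjusted p = 0.065) at that probe, which did not pass the test, and by 2.38 (standard error 0.22, adjusted p = 1.10e-05) at its called N2a probe with the lowest p (chromosome 1 from 141197165 to 141197224). Called probes in N2a cells numbered 20 for Cdh2, 18 for Lmo3, 11 for Calb2, 9 for Epha3 and 5 for Sh3tc2.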

To provide independent validation of these results, we also tested *Lmo1*, *Lmo3*, *Sh3tc2*, *Cdh2* and *Calb2* using a luciferase reporter approach and measured the level of transcriptional activity after Arx transfection into N2a cells. All five genes displayed repressed transcriptional activity following transfection with Arx, contrarily to the *Firefly* luciferase plasmid pGL4.23 alone (Figure 4B).

### Functional annotations of Arx-bound genes

To identify the cellular processes regulated by Arx, we examined the functional annotations associated with ChIP-positive genes, based on the Gene Ontology (GO) database [28]. Using DAVID and Ingenuity Pathway Analysis programs, we identified several enriched functions important for brain development and potentially linked to neurological and/or psychological disorders (Figure 5A). 

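Of 57 cell cycle regulators, 9 were called enriched in N2a cells (15.8% against 11.9% of other genes and 9 adjusted over the list alone), and the list did not pass Fisher's exact test (two-sided, adjusted p = 0.533). Among these 9, Mcm4, a helicase subunit of DNA replication, had a log2 ratio of 2.63 ± 1.20 (SD, n = 3) and Cdkn1a, the cyclin-dependent kinase inhibitor p21, had 1.97 ± 1.07 (SD, n = 3). Of 169 homeobox transcription factors, 22 were called (adjusted p = 0.731, same test, 22 adjusted over the list alone), among them Meis1 with 2.64 ± 1.38 (SD, n = 3). Of 34 neural bHLH transcription factors, 7 were called (adjusted p = 0.183, same test, 7 adjusted over the list alone), among them Id2, an inhibitor of bHLH factors, with 2.36 ± 1.27 (SD, n = 3) and Tcf12 with 1.57 ± 0.44 (SD, n = 3). Id2 and Tcf12 were not called after normexp correction. All gene lists were written before the data were examined. A symbol matched to another gene was taken out of the cell cycle list, and another out of the interneuron list, after the data were seen. The adjusted p of the cell cycle list in N2a cells had been 0.539 in Fisher's exact test before. Each list was compared with all other genes on the arrays, and p was adjusted over all lists in both conditions. Axon guidance and osteoblast differentiation are themes that the paper reports from these same arrays, so tests of those lists are not independent evidence. The paper also reports cell cycle regulation, gene expression, cell adhesion and ligand-receptor interaction from them. The same limit therefore holds for the lists of cell cycle regulators, transcription factors, cadherins and receptor subunits.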

Data from transfected N2a cells revealed an enrichment of several biological functions already known to be associated with Arx, such as the regulation of cell cycle, gene expression, cellular growth and proliferation (Figure 5A, left). Data obtained from mouse embryonic brains showed, in addition, a significant enrichment of genes that were found to be important in mice behavior studies (Figure 5A, right). 

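GABA, glycine and glutamate receptor subunits were called in N2a cells more often than other genes, with 13 of 44 enriched against 11.9% (Fisher's exact test, two-sided, adjusted p = 0.00526, one-sided permutation test of random lists matched on probe number, adjusted p = 0.0473, and 13 adjusted over the list alone). They include the AMPA receptor subunits Gria3, with a log2 ratio of 3.09 ± 1.19 (SD, n = 3), and Gria1, with 1.98 ± 0.86 (SD, n = 3). The paper names Gria3, Gria1 and Gabre as bound genes from these same arrays, so the tests of this list are not independent evidence. In brain 4 of 44 were called (adjusted p = 0.0754 in Fisher's exact test, 4 adjusted over the list alone), among them Gria4 and Gabre, the latter with 2.03 ± 1.07 (SD, n = 3). Of 884 olfactory receptor genes, which encode G-protein coupled receptors, 219 were called in N2a cells (24.8% against 11.2% of other genes, adjusted p = 4.45e-26 in Fisher's exact test and 0.003 in the permutation test, whose raw p of 0.0001 is the smallest it can give, with 221 adjusted over the list alone). Olfr164 had 3.68 ± 0.59 (SD, n = 3) with 9 called probes and Olfr860 had 3.67 ± 0.69 (SD, n = 3) with 23. In brain 5 of the 884 were called, fewer than among other genes (0.566% against 2.88%, adjusted p = 3.51e-05 in Fisher's exact test, 2 adjusted over the list alone). Cadherins and protocadherins, which mediate cell adhesion, did not pass the test, with 10 of 80 called in N2a cells (adjusted p = 0.924 in Fisher's exact test, 10 adjusted over the list alone) and 2 in brain (adjusted p = 1, 1 adjusted over the list alone). Pcdhac2 had 2.52 ± 1.19 (SD, n = 3) and Pcdhb10 had 2.15 ± 0.65 (SD, n = 3) in N2a cells. The receptor subunits in N2a cells no longer passed Fisher's exact test without N2a replicate 3 (15.9% called, adjusted p = 0.0607), after normexp correction (11.4%, adjusted p = 0.312), in the authors' value table (15.9%, adjusted p = 0.0905), with probes called at an adjusted p under 0.01 (22.7%, adjusted p = 0.0995) or with a pair of called probes within 500 bp (4.55%, adjusted p = 1). The lower share of olfactory receptors in brain no longer passed without brain replicate 1 (adjusted p = 0.23) or brain replicate 2 (adjusted p = 1), and Gabre and Gria4 were called in neither. Nor did it pass after normexp correction, in limma without a trend or with a pair of called probes (adjusted p = 1 in each), with probes called at an adjusted p under 0.01 (adjusted p = 0.437) or after centring within probe length, a setting chosen after the data were seen (adjusted p = 0.0949). In brain the receptor subunits passed Fisher's exact test when any N2a replicate was left out (adjusted p = 0.0287, 0.0455 and 0.0108 without N2a replicates 1, 2 and 3), with each condition fitted alone (adjusted p = 0.0302) and with a minimum ratio of 1.5 (adjusted p = 0.0316).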

At the cellular level, Arx-bound promoters are enriched for genes important for nuclear transport, cell adhesion or migration, RNA processing, cell fate commitment and regulation of multicellular process through the regulation of several important signaling pathways including G-protein coupled-receptor, adenylate cyclase activity or neuroactive ligand-receptor interaction (Figure 5B). Interestingly, several genes identified in N2a-transfected cells and embryonic brain were associated with axonal guidance (Figure 5C–D) and long-term depression and/or long-term potentiation, suggesting a possible function of Arx in synaptic plasticity (Figure 5E). 

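Of 65 axon guidance ligands and receptors, 21 were called enriched in N2a cells against 11.8% of other genes (adjusted p = 1.18e-04 in Fisher's exact test, two-sided, and 0.0075 in a one-sided permutation test of matched random lists, 21 adjusted over the list alone). They hold the ephrin receptors and ephrins Epha3, Epha5, Epha10, Ephb6, Efna5 and Efnb3, the semaphorins Sema3a, Sema3c, Sema3g, Sema6a and Sema6b, and the cell adhesion molecule L1cam with a log2 ratio of 2.38 ± 1.46 (SD, n = 3). Slit2, Unc5d, Neo1, Lingo1, Chn1, Ntng2 and the netrin G1 gene Ntng1, with 1.96 ± 0.74 (SD, n = 3), were also called. In brain 6 of 65 were called against 2.74% of other genes (adjusted p = 0.0245 in Fisher's exact test, but 0.167 in the permutation test, 6 adjusted over the list alone). These were the ephrin receptor Ephb1 with 3.47 ± 1.43 (SD, n = 3), the semaphorin receptor Plxnd1 with 1.98 ± 2.06 (SD, n = 3), the Nogo receptor Rtn4r with 1.75 ± 0.87 (SD, n = 3), and Sema3c, Sema6a and Ntng2, and 5 of them were called in N2a cells too. The share in brain no longer passed Fisher's exact test without brain replicate 1 (adjusted p = 0.371), brain replicate 2 (adjusted p = 0.151) or N2a replicate 2 (adjusted p = 0.123), and without any of the 3 Plxnd1 was not called. Rtn4r was not called in brain without brain replicate 1 or brain replicate 2. Neither share passed after normexp correction (adjusted p = 0.103 in N2a cells and 0.0821 in brain) or with a pair of called probes within 500 bp (adjusted p = 0.258 and 0.115), and that in N2a cells did not with a minimum ratio of 1.5 (adjusted p = 0.0605). The share in brain also did not pass in the authors' value table (adjusted p = 0.104), with probes well above background alone (adjusted p = 0.165), in limma without a trend (adjusted p = 1), with probes called at an adjusted p under 0.01 (adjusted p = 0.547) or after centring within probe length, a setting chosen after the data were seen (adjusted p = 0.193).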

We also examined in more detail Arx targets associated with neuronal function. As shown in Table 1, a certain number of them have been associated with dyskinesia and neurological disorders including phenotypes observed in *ARX*-mutated patients.

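Of the 166 gene symbols in Table 1, 162 were found on the arrays, 152 were called enriched in N2a cells, 50 in brain and 7 in neither. The study chose these genes from its results on the same arrays, so the counts are not independent evidence. Among 11 epilepsy genes, 9 were called in N2a cells and 5 in brain, the latter being the GABA-A receptor subunits Gabrb3 and Gabre, the secreted protein gene Lgi1 and the potassium channel genes Kcnab1 and Kcnj14. Of 59 dyskinesia genes 56 were called in N2a cells and 16 in brain, and of 54 genes of synaptic plasticity and synaptogenesis 48 and 17. Of 16 genes of mental retardation 13 and 5 were called, with the chromatin remodeller gene Atrx, Prss12, Tspan7, Atrnl1 and Snrpn in brain. The 7 genes called in neither condition include Gad2, the GABA-synthesizing enzyme, the cholecystokinin receptor gene Cckbr, the synaptic vesicle gene Sv2a and the homeobox gene Otx1.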

**Figure 5:**
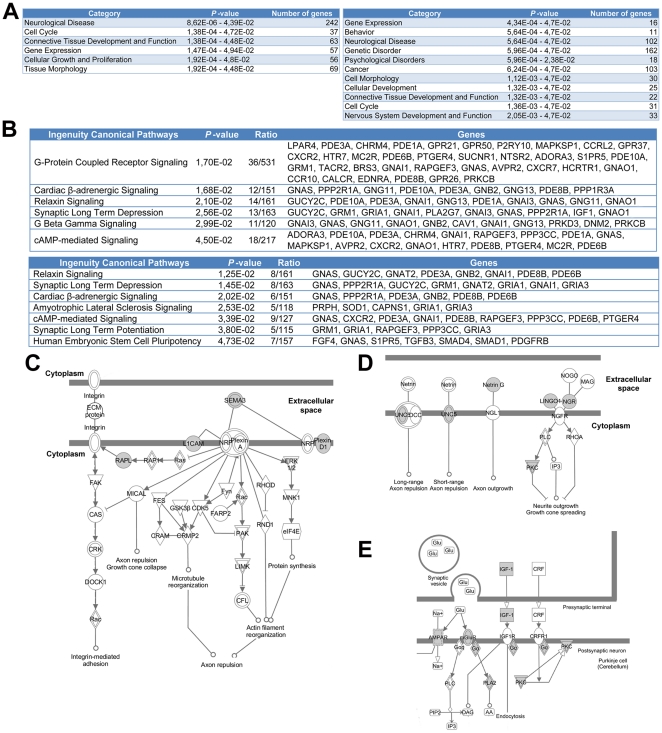
Functional annotations of Arx targets. A) Significantly enriched biological functions obtained from the data in transfected N2a cells (left) or embryonic brain (right) confirm already known functions of Arx in the regulation of gene expression, cellular growth and proliferation and emphasizes its important role in the development of neurological and psychological disorders. The indicated *P*-value was calculated by Fisher's exact test. B) Significantly enriched canonical pathways associated with Arx targets. The top table indicates enriched genes from transfected N2a cells and the bottom one indicates results from embryonic brain. The indicated *P*-value was calculated by Fisher's exact test. Ratios correspond to the number of ChIP-positive genes compared to the genes present on the array for each canonical pathway. C) and D) Examples of ChIP-positive genes (indicated in grey) playing a role in the Axonal Guidance canonical pathway (image generated by the IPA program). E) Example of ChIP-positive genes (indicated in grey) playing a role in synaptic transmission (image generated by the IPA program).

**Table 1:** Examples of Arx-immunoprecipitated genes and their corresponding functional category.

Function	Molecules
schizophrenia	AHI1, ALK, BRD1, FXYD6, GNAS, GRIA1, HTR7, LGI1, NAALAD2, NDE1, NTNG1, PPP3CC, SIGMAR1, SLC1A1, TH, TPH1, NRXN1, BRD1, CCDC60
mental retardation	ATRX, GRIA3, PRSS12, TSPAN7, AHI1, TIMM8A, BBS12, ATRNL1, ZDHHC9, NRXN1, L1CAM, RAB39B, RASGEF1B, ALG2, NFIB, SNRPN
epilepsy	GABRB3, GABRE, GAD2, GRIA1, GRIA3, LGI1, OTX1, SLC12A5, LGI1, OTX1, KCNAB1, KCNJ14, RAB39B
autism	AHI1, ATRX, BTD, FGFGR2, GRIA3, L1CAM, NRXN1, PRSS12, PTEN, RAB39B, NTNG1, NRXN1
dyskinesia	ACTN2, AEBP1, ARMCX2, ATP5J, CAPNS1, CASQ1, CCKBR, CDH2, CHN1, CHRM4, CRB1, CREB3L1, CYP26B1, EGR1, EPHX2, FOSB, GABRB3, GABRE, GAD2, GNAO1, GNAT2, GPD1, GRIA1, GRIA3, HBP1, HSPA5, IDO1, IGF1, KCNA5, KCNAB1, MEIS2, MYT1L, NDRG1, NKX2-1, NR4A1, OXR1, PDE10A, PDE6B, PDLIM1, PFN2, PPARG, PPARGC1A, PPP1R3A, PRKCB, PRL, RAB5A, SCOC, SDC4, SLC1A1, SLC6A2, SLIT2, SPOCK3, SRPX, TCERG1, TH, TPD52, TSC22D3, TUBA1A, UGCG
depressive disorder	ACE, ATG5, BTD, CCKBR, CHGA, CHRM4, CHRNG, CTR9, GABRB3, GABRE, GPR50, GRIA1, GRIA3, HTR7, IGF1, LMNB2, MDFI, PDE10A, PDE1A, PPARG, SIGMAR1, SLC1A1, SLC6A2, TACR2, TOB1, TPH1, WFS1
synaptic plasticity and synaptogenesis	GHRH, MUSK, PCDHB5, PCDHB10, DNM2, P2RX1, GLRA3, PRSS12, GABRB3, GRIA3, DOC2B, CHRNG, CHRM4, GRM1, PSD3, SV2A, CPEB1, LIN7C, L1CAM, GRIA1, GABRE, TH, NRXN1, GAD2, DGKZ, LRRTM2, ACCN5, ACTN2, ACTR3, ACVRL1, ADORA3, ARHGAP5, CACNA2D1, CADM3, CAV1, CCKBR, CDH2, CNTN1, CTNNA2, CYBB, NRXN1, LGI1, CACNG4, CTNNA2, RASGEF1B, CDH2, JPH4, RTN4R, SLC1A1, EPHB1, PPP2R1A, GNAI3, GNAO1, GNAI1, IGF1, GNAS, GRIA3, GRM1, EGR1
neuronal differentiation	TH, L1CAM, PTEN, EPHB1, OTP, MYCBP2, LINGO1, SRPX, CRB1, POU4F3, POU4F2, LHX5, PHOX2A, EFNB3, FOXA1, NTNG1, SMAD4, NR4A2, RTN4R, SOD1, FGF20, SLIT2, GNAT2, FOXN4, CTNNA2, SALL3, SEMA6A, NRL
axonogenesis	SEMA6A, EFNB3, POU4F3, NTNG1, RTN4R, NR4A2, POU4F2, L1CAM, EPHB1, SLIT2, CTNNA2, MYCBP2, CHD2, SHROOM3, EDNRA, CHN1
axonal guidance	GNAI3, EFNB3, GNAI1, NTNG1, L1CAM, SLIT2, EPHB1, EPHA3, SEMA6A, SEMA3G, PPP3CC, SEMA3C, UNC5D
size and morphology of the brain	HSF2, L1CAM, PTEN, IGF1, NDE1, PTEN, WASF1, CTNNA2, AHI1, ASPM, ARHGAP5, CDH2, TUBA1A, EOMES

Using publicly available *in situ* hybridization data in mouse (GenePaint, [29]), we next investigated the expression of some Arx candidate target genes (Figure S1). In the developing cortex, Arx has been shown to be expressed in progenitors of the dorsal ventricular and subventricular zones as well as in tangentially migrating interneurons coming from the ganglionic eminences but not in radially migrating cells. On the contrary, in the basal telencephalon, Arx is strongly expressed in differentiated neurons but not in proliferating cells of the lateral and medial ganglionic eminences [15]–[17]. As shown in Figure S1, several ChIP-positive genes are expressed in the developing telencephalon at E14.5, either in the cortical ventricular zone, or in regions containing migrating and/or differentiating interneurons. For example, at E14.5, *Epha3*, *Sema3c*, *Cxcr7* and *Snrpn* appear to be expressed in cortical migrating neurons, whereas *Bhlhb5* and *Gabrb3* seem to be restricted to differentiating neurons in the cortical plate. Genes such as *Cdh2*, *Rpn1*, *Nxf1* and *Tle1* appear to be also expressed in cortical neuronal progenitors. Finally, genes like *Tle1*, *Hist1h4h*, *Hist2h3c*, *Rpn1* and *Nxf1* also localize to developing ganglionic eminences suggesting a possible role in interneuron development (Figure S1).

Several ChIP-positive genes also have a role in the development of other tissues in which Arx has been shown to be important, such as the pancreas (*Arntl*, *Onecut1*, *Brd2*, *Cdx1*, *Creb3l1*, *Dusp19*, *Pik3r3*…) or skeletal muscle (*Casq1*, *Musk*, *Myh8*, *Ank1*, *Meg3*…). 

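Of the 7 pancreas genes, Arntl, Brd2, Cdx1, Creb3l1, Dusp19 and Pik3r3 were called enriched in N2a cells and Arntl and Brd2 in brain. Brd2, a bromodomain protein that binds acetylated histones, had log2 ratios of 3.22 ± 1.43 (SD, n = 3) with an adjusted p of 7.94e-05 in N2a cells and 3.69 ± 1.31 (SD, n = 3) with an adjusted p of 0.0011 in brain, and Arntl, a transcription factor of the circadian clock, had 2.99 ± 1.25 (SD, n = 3) with an adjusted p of 1.36e-05 and 2.12 ± 0.77 (SD, n = 3) with an adjusted p of 0.0109. Creb3l1, a transcription factor activated by stress of the endoplasmic reticulum, had 2.18 ± 0.71 (SD, n = 3) with an adjusted p of 5.18e-06 in N2a cells, the phosphatase gene Dusp19 had 2.04 ± 0.42 (SD, n = 3) with an adjusted p of 4.57e-07, and the homeobox gene Cdx1 had 1.93 ± 0.97 (SD, n = 3) with an adjusted p of 2.70e-04. Pik3r3, a regulatory subunit of phosphoinositide 3-kinase, had 1.13 ± 0.54 (SD, n = 3) with an adjusted p of 9.74e-04. No probe annotated to Onecut1, a transcription factor of endocrine progenitors, was called, but the position that Table S1 gives for it holds a probe without this annotation that had 1.46 ± 0.62 (SD, n = 3) with an adjusted p of 2.87e-04 in N2a cells and 1.03 ± 0.69 (SD, n = 3) with an adjusted p of 0.0281 in brain. Of the muscle genes, Casq1, a calcium-binding protein of the sarcoplasmic reticulum, had 1.66 ± 0.58 (SD, n = 3), Musk, a receptor kinase of the neuromuscular junction, had 1.72 ± 0.84 (SD, n = 3), and Myh8, a myosin heavy chain, had 1.72 ± 0.58 (SD, n = 3), and all 3 were called in N2a cells alone. Ank1, an ankyrin, was called in both, with 2.15 ± 0.95 (SD, n = 3) and 1.72 ± 1.69 (SD, n = 3) with an adjusted p of 0.04, and Meg3 is not on the arrays under this name. Leaving out brain replicate 1, neither Arntl nor the probe at the Onecut1 position was called in brain, without brain replicate 2 none of these, Brd2 and Ank1, and without brain replicate 3 not Ank1. In N2a cells Pik3r3 was not called without N2a replicate 2 or in the authors' value table. After normexp correction Pik3r3, Ank1 and the probe at the Onecut1 position lost their N2a calls, and all brain calls named here ended. Cdx1 was called in brain after loess within each array, with each condition fitted alone and without N2a replicate 1, N2a replicate 3 or brain replicate 3 (log2 ratio 1.31 without the last).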

Others have important function in testis development (*Cstf2t*, *Fert2*, *Phkg2*, *Pxt1*, *Alkbh2*, *Ankrd7*…). 

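In limma all 6 testis genes were called enriched in N2a cells, and none was called in brain, where the rebuilt rule selected Cstf2t (geometric mean of P of 1.48e-05). Cstf2t, a testis form of a polyadenylation factor, had an N2a log2 ratio of 1.91 ± 0.87 (SD, n = 3) with an adjusted p of 5.75e-04, and Fert2, a tyrosine kinase, had 1.42 ± 0.42 (SD, n = 3) with an adjusted p of 2.12e-05. Phkg2, a catalytic subunit of phosphorylase kinase, had 1.46 ± 0.48 (SD, n = 3) with an adjusted p of 2.73e-05, and the DNA repair gene Alkbh2 had 1.89 ± 0.74 (SD, n = 3) with an adjusted p of 1.67e-04. Pxt1 had 1.58 ± 0.66 (SD, n = 3) with 3 called probes and Ankrd7 had 1.90 ± 0.57 (SD, n = 3) with 9. In brain the highest values were 0.86 ± 1.01 (SD, n = 3) with an adjusted p of 0.0963 for Cstf2t and 0.57 ± 0.87 (SD, n = 3) with an adjusted p of 0.182 for Alkbh2, both at the probe called in N2a cells, where the differences of N2a cells minus brain were 1.04 (standard error 0.41, adjusted p = 0.204) and 1.31 (standard error 0.35, adjusted p = 0.0655) and did not pass the test. Cstf2t and Fert2 were not called in N2a cells after normexp correction.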

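Of 34 osteoblast and ossification genes, 12 were called enriched in Arx-transfected N2a cells against 11.9% of other genes (adjusted p = 0.00209 in Fisher's exact test, two-sided, and 0.0188 in a one-sided permutation test of matched random lists, 12 adjusted over the list alone). They were Dmp1, Smad1, Smad4, Smad5, Msx2, Axin2, Tob1, Hdac4, Gnas, Calcr, Igf1 and Fgfr2. Smad4, the common mediator of BMP and TGF-beta signalling, had a log2 ratio of 3.31 ± 0.92 (SD, n = 3), Dmp1, a bone matrix protein, had 2.80 ± 0.63 (SD, n = 3), the growth factor receptor Fgfr2 had 2.58 ± 0.95 (SD, n = 3) and Gnas, which encodes a G-protein subunit, had 2.16 ± 1.32 (SD, n = 3). Of 21 endothelial and microglial genes, 2 were called in N2a cells (adjusted p = 1 in Fisher's exact test, 2 adjusted over the list alone), Cdh5, the cadherin of blood vessel endothelium, with 2.09 ± 0.82 (SD, n = 3), and the endothelial adhesion gene Esam1 with 1.70 ± 0.77 (SD, n = 3). In brain Cdh5 was the 1 gene of this list that was called, with 1.62 ± 0.87 (SD, n = 3) (adjusted p of the list = 0.556 in Fisher's exact test, 1 adjusted over the list alone), and it was not called without brain replicate 2 (log2 ratio 1.20), nor was Esam1 in N2a cells after normexp correction. With at least a pair of called probes within 500 bp required of a gene, the osteoblast genes did not pass the test (11.8% called, adjusted p = 0.143 in Fisher's exact test).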

Further investigations of the functions of Arx-potential targets also suggest that Arx may play a role in a number of other processes in which it had not been previously implicated such as in heart and blood vessel development, bone formation and osteoblast differentiation, proliferation and differentiation of myeloid/mesenchymal cells, stem cell maintenance, RNA processing, protein transport and clathrin-mediated endocytosis (Tables S2 and S3). Taken together, these results suggest that Arx may be involved in a wide range of cellular pathways at the transcriptional level.

### Gene expression analysis of Arx-overexpressing N2a cells

As binding does not necessarily imply regulation, we next checked whether the putative targets identified by ChIP-chip were differently regulated following Arx overexpression. We thus compared gene expression between Arx-transfected N2a cells and cells transfected by the corresponding empty vector. We did 8 different independent experiments on which qRT-PCR was first performed to confirm the expression of *Arx* in samples transfected with Arx (data not shown). Then, cRNAs were hybridized on microarrays representing 39430 Entrez Gene RNAs (Agilent Technologies). Following hierarchical centroid-linkage clustering, differentially expressed genes were grouped according to similar variation in gene expression patterns, resulting in the identification of 7 different clusters that represent 2145 genes (Figure 6A). Among them, 908 genes (43%) were up-regulated and 1237 (59%) were down-regulated in Arx-expressing cells, confirming previous observations indicating that Arx acts primarily as a transcriptional repressor [20], [21], [30]. As a confirmation of these results, we noted that several of the genes we identified in the 7 clusters such as *Lmo1*, *Lmo4*, *Etv1*, *Lonrf3*, *Il17rd*, *Pcdh17*, *Socs2*, *Ank3*, *Atp7a*, *Bmper*, *Foxp1*, *Phlda1*, *Zfp503* and *Vcan* had previously been found deregulated in the striatum of *Arx* knock-out mice [21], [22].

**Figure 6:**
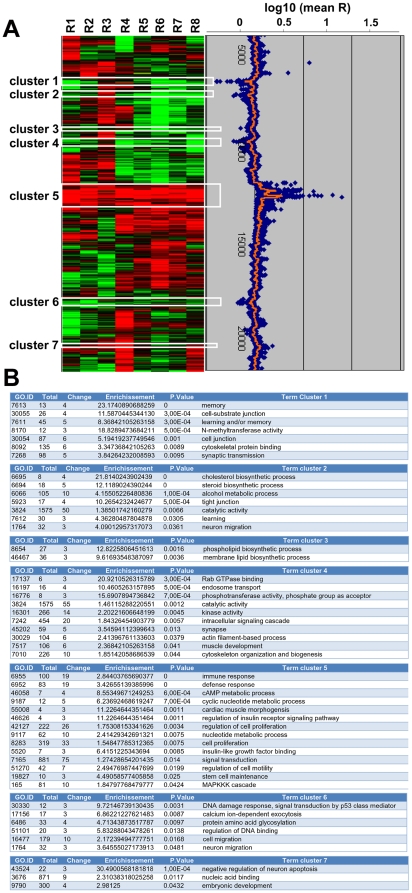
Gene expression analysis following Arx expression in N2a cells. A) Heat map representing hierarchical clustering of the ratio “Arx-transfected cells/control-transfected cells” in 8 different replicates. Each row represents a gene and each column, a sample. Levels are color-coded with red, green and black, corresponding to an increase, decrease or no change in gene expression, respectively. Seven clusters of genes with the same regulation were identified. B) Functional annotation of genes in the seven clusters using the GoMiner program.

To investigate whether identified genes belong to functional categories which could provide further insight into the role of Arx, we used GoMiner to look at GO categories containing at least 3 genes and having a *P*-value≤0.05 by Fisher's exact test. This analysis revealed that genes involved in learning and/or memory function or synaptic transmission were found to be down-regulated following Arx ectopic expression (clusters 1–4 and 6), whereas those involved in signal transduction or cell proliferation were up-regulated (clusters 5 and 7) (Figure 6B).

We next compared the list of the 927 ChIP-positive sequences obtained in transfected N2a cells (Figure 3C, Table S1) with the genes identified in the 7 clusters. Among genes represented on both the expression and promoter microarrays, we found that 95 of the 927 Arx-bound genes (≈10.2%) displayed expression changes when Arx was overexpressed in N2a cells. This percentage increased to 10.7% (108 genes out of 1006) when we included the 79 genes that were found only in ChIP experiments from embryonic brains (Figure 7A, Table S4).

**Figure 7:**
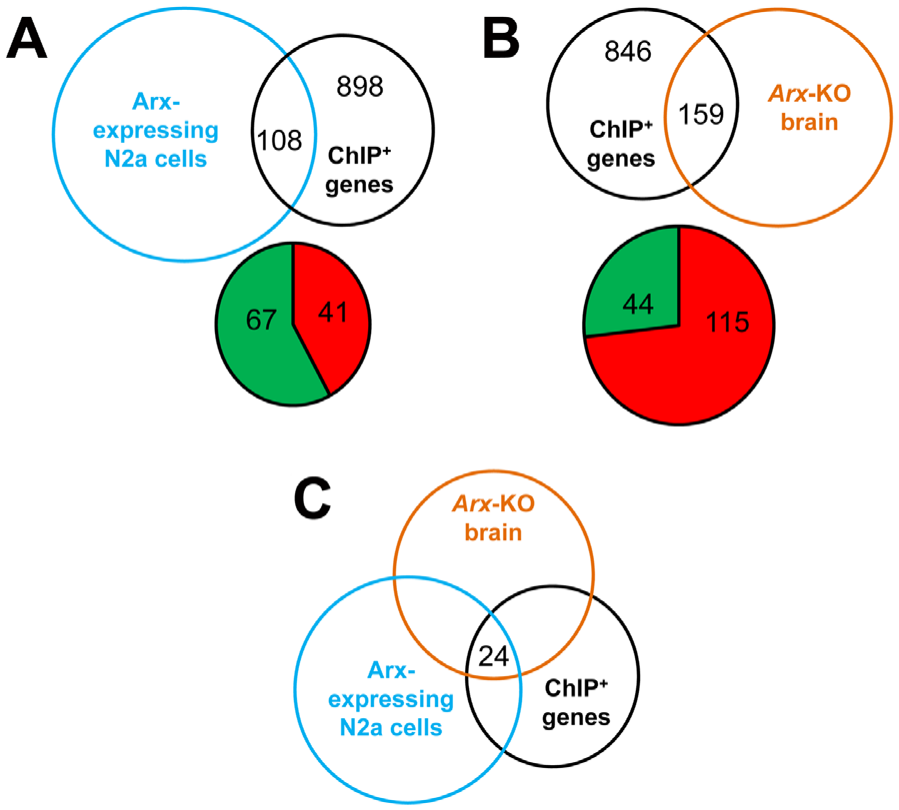
Gene expression changes of Arx candidate targets. A) Venn diagram illustrating the number of ChIP-positive genes that were found to show expression changes in Arx-overexpressing cells. The Pie diagram shows the number of ChIP-positive genes that are down-regulated (indicated in green) or up-regulated (indicated in red). B) Venn diagram illustrating the number of ChIP-positive genes that were found to show expression changes in *Arx* knock-out ventral forebrain. The Pie diagram shows the number of ChIP-positive genes that are down-regulated (indicated in green) or up-regulated (indicated in red). C) Venn diagram illustrating the number of ChIP-positive genes that show gene expression changes in both Arx-overexpressing cells and *Arx* knock-out mice.

### Gene expression analysis of *Arx* knock-out mice

To investigate whether binding of Arx to candidate targets have detectable effects on gene expression in more physiological conditions, we took advantage of two studies comparing gene expression between basal telencephalon of E14.5 *Arx* knock-out and wild type mice [21], [22]. These authors respectively identified 38 [22] and 84 genes [21], which expression was deregulated in *Arx* knock-out mice. However, as both studies focused on genes having a Fold-Change superior to 2 and our aim is to validate potential targets of Arx which display changes in gene expression but not necessarily important ones, we used the GeneSpring software from Agilent Technologies to reanalyze their data. We identified 2537 genes with expression changes >1.1 fold (*P*-value≤0.05) between *Arx*-mutated brains and controls. Taking into account the two lists of published genes [21], [22] and these data, we observed that out of the 369 Arx putative targets identified from mouse embryonic brain, 61 genes (≈16.5%) showed significantly changes in gene expression in *Arx*-mutant brains. This percentage changed to 15.8% (159 genes out of 1006) when we included the 637 genes that were found only in ChIP experiments from Arx-transfected N2a cells (Figure 7B, Table S4).

Arx was previously described to act as both a transcriptional repressor and transcriptional activator [20], [21], [30]. We thus looked at whether Arx regulates genes in the same way in transfected N2a cells and mutant brain. We noticed that the majority (67/108) of Arx-bound genes that showed gene expression changes in transfected cells were down-regulated (Figure 7A). On the opposite, the majority (115/159) of Arx-bound genes that showed gene expression changes in *Arx* knock-out mice was up-regulated (Figure 7B). This result is consistent with previous studies suggesting that Arx acts primarily as a transcriptional repressor [20], [21], [30]. Interestingly, when looking at the 24 ChIP-positive genes that show gene expression changes in both Arx-overexpressing cells and *Arx* knock-out mice (Figure 7C), we noticed that 9 genes (Table S4) showed the same type of regulation when Arx was overexpressed or down-regulated (as for example *Phlda1*) whereas 15 genes (Table S4) showed opposite behavior (as for example *Kcna5*), suggesting that depending of the biological context or the molecular environment, Arx may activate or repress the same genes. We also noticed that there was no correlation between the presence of the previously identified Arx-binding site and the deregulation of these genes (data not shown), suggesting once again that the TAATTA motif does not necessarily mean regulation and that Arx may bind to other DNA motifs. Taken together, our results demonstrate that a substantial proportion of the direct targets of Arx identified by ChIP-chip show gene expression changes following Arx overexpression or knock-down.

## Discussion

*ARX* loss-of-function mutations in mouse and human have been shown to affect several parts of the brain including the cortex, thalamus, hippocampus, striatum and olfactory bulb [14], [31], [32]. In particular, Arx has been shown to be important for both radial and tangential migration and interneuron subpopulation differentiation [6], [14], [18]. Given the different roles Arx has been suggested to play in brain development, it would be now interesting to uncover the cellular pathways controlling these processes by identifying the downstream targets of Arx in the central nervous system. Therefore, in this work, we combined ChIP method to identify Arx-bound promoters with studies of gene expression changes following Arx overexpression or knock-down.

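Of 16840 genes on the arrays, 2079 were called enriched in N2a cells or brain, and the rebuilt selection rule of the paper selected 1498 in either. Of 45 genes of interneurons and the ventral telencephalon, 6 were called in brain against 2.73% of other genes (adjusted p = 0.00526 in Fisher's exact test, two-sided, and 0.0463 in a one-sided permutation test of matched random lists, 6 adjusted over the list alone). These were Lhx6, Titf1, Cxcr7, Sp9, Ebf3 and Lmo4, and Titf1, the homeodomain factor Nkx2-1 of the medial ganglionic eminence, had a brain log2 ratio of 1.13 ± 0.71 (SD, n = 3). The random lists were matched on probe number and not on probe length. In N2a cells 11 of the 45 were called, among them Calb2, Lmo1 and Lmo3 (adjusted p = 0.0446 in Fisher's exact test, but 0.282 in the permutation test, 11 adjusted over the list alone). The adjusted p in Fisher's test had been 0.0501 before a symbol matched to another gene was taken out of the list, which was done after the data were seen. Of the called members, Ebf3 and Lmo1 had been checked for enrichment in each replicate before the arrays. The paper names Cxcr7, Nkx2-1, Calb2 and Lmo3 from these same arrays. The tests of this list are thus not independent evidence, and the list was not tested without these genes. In N2a cells the list did not pass Fisher's test after loess within each array (adjusted p = 0.098), after normexp correction (0.0655), without brain replicate 1 (0.0727) or brain replicate 2 (0.0731), with probes called at an adjusted p under 0.01 (0.0995) or with a pair of called probes within 500 bp (0.258). Of the homeobox genes, 11 of 169 were called in brain against 2.72% of other genes (adjusted p = 0.0221 in Fisher's exact test, but 0.282 in the permutation test, 13 adjusted over the list alone), with 2.84 ± 1.00 (SD, n = 3) for Tlx2, 1.95 ± 1.64 (SD, n = 3) for Evx2 and 1.74 ± 1.13 (SD, n = 3) for Mrg1. Of the neural bHLH factors 3 of 34 were called in brain (adjusted p = 0.125 in Fisher's exact test, 3 adjusted over the list alone), namely Olig3, Bhlhb5 and Id2, and of the cell cycle regulators 3 of 57 (adjusted p = 0.297, 4 adjusted over the list alone), namely Cdkn1a, Cdkn2c and Ccnd1. Neither the interneuron nor the homeobox list passed in brain without brain replicate 1 (adjusted p = 1 and 0.691 in Fisher's exact test), brain replicate 2 (1 and 1) or N2a replicate 2 (0.149 and 0.168), and without brain replicate 1 Tlx2 was the 1 of the 4 genes still called. Nor did they pass in brain in the authors' value table (0.36 and 0.295), after normexp correction, in limma without a trend or with a pair of called probes (1 and 1 in each), with probes called at an adjusted p under 0.01 (1 and 0.437) or after centring within probe length, a setting chosen after the data were seen (1 and 0.563). The interneuron list also did not pass in brain without a fold minimum (0.415) or with a minimum ratio of 1.5 (0.0839).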

In total, we identified 1006 putative Arx-bound genes, several of them involved in the patterning of the central nervous system, axonal guidance, neurodevelopment, neurotransmission and neurite outgrowth. Interestingly, we also suggest new possible functions for Arx, as for example in osteoblast differentiation or mesenchymal cell proliferation and differentiation. 

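Of the 34 osteoblast and ossification genes, 6 were called enriched in embryonic brain against 2.73% of other genes (adjusted p = 0.00209 in Fisher's exact test, two-sided, and 0.0188 in a one-sided permutation test of matched random lists, 7 adjusted over the list alone). The random lists were matched on probe number and not on probe length, while 59.6% of the brain calls had 45 or 46 bases against 19.4% of all probes. Smad4 had a brain log2 ratio of 2.27 ± 1.33 (SD, n = 3) with an adjusted p of 0.0115, Axin2, a scaffold protein that restrains Wnt signalling, had 1.43 ± 0.84 (SD, n = 3) with an adjusted p of 0.0231 and Smad1, which transmits BMP signals, had 1.39 ± 0.78 (SD, n = 3) with an adjusted p of 0.0289. Tob1, an antiproliferative protein that restrains BMP signalling, had 1.17 ± 0.73 (SD, n = 3) with an adjusted p of 0.0371, and the homeobox gene Msx2 and the growth factor gene Igf1 were called too. All 6 were also called in N2a cells. The list did not pass in brain without brain replicate 1 (adjusted p = 0.258 in Fisher's exact test) or brain replicate 2 (adjusted p = 1), when of these 4 genes Smad4 and then none was called. It also did not pass after normexp correction, in limma without a trend or with probes called at an adjusted p under 0.01 (adjusted p = 1 in each), without a fold minimum (adjusted p = 0.248), with a pair of called probes within 500 bp (adjusted p = 0.0805) or after centring within probe length, a setting chosen after the data were seen (adjusted p = 0.439).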

Although these functions may be surprising as first glance, they may be related to the expression of Arx in the neuroepithelium [15]–[17] and the recent finding that mesenchymal stem cells are generated early in development from the neuroepithelium [33]. 

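Lmo1, Ebf3 and Shox2, the direct Arx targets used above for qPCR, were all called enriched in N2a cells (3 of 3, and 3 adjusted over the list alone). The replicates had been checked for enrichment of these genes before they went on the arrays, so the count is not independent evidence. Lmo1, a LIM-only transcriptional regulator, had an N2a log2 ratio of 2.12 ± 1.29 (SD, n = 3) with an adjusted p of 4.47e-04 at its promoter (chromosome 7 from 108966606 to 108966659). Ebf3, a transcription factor of neuronal differentiation, had 1.28 ± 0.40 (SD, n = 3) with an adjusted p of 4.86e-05 at chromosome 7 from 137158231 to 137158287 with 5 called probes. Shox2, a homeobox gene, had 1.04 ± 0.29 (SD, n = 3) with an adjusted p of 2.24e-04 at the probe with the lowest p (chromosome 3 from 67070490 to 67070539) with 3 called probes. In brain Ebf3 was called at another promoter probe (chromosome 7 from 137155686 to 137155730), with 1.49 ± 0.75 (SD, n = 3) with an adjusted p of 0.0267, while the highest value of Lmo1 was 1.66 ± 1.46 (SD, n = 3) with an adjusted p of 0.114 and that of Shox2 0.45 ± 0.19 (SD, n = 3) with an adjusted p of 0.354 (1 of 3 called, 1 adjusted over the list alone). Shox2 was not called in N2a cells at this probe without N2a replicate 3, after normexp correction or in the authors' value table. Lmo1 was called in brain without N2a replicate 3 and with each condition fitted alone. Ebf3 was not called in brain without brain replicate 1 or brain replicate 2, nor after normexp correction.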

As a validation of our results, we identified in our ChIP-chip experiments *Lmo1* and *Ebf3* which had previously been described as direct targets of Arx [21]. In addition, the use of a different Arx antibody (anti-Arx-HD) which identified a large number of overlapping targets in ChIP experiments (data not shown), provides an independent level of confirmation of our results.

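Of the 468 probes called enriched in embryonic brain, 386 (82.5%) were also called in N2a cells, where 0.847% of all probes were called. The log2 ratios themselves differed between the conditions at many probes, with 3932 higher in N2a cells and 594 higher in brain at an adjusted p under 0.05 and a difference of at least 1. Stam2, an adaptor of endosomal sorting, had log2 ratios of 4.09 ± 0.76 (SD, n = 3) in N2a cells and -0.41 ± 0.12 (SD, n = 3) in brain at chromosome 2 from 52562407 to 52562466, and Gnao1, a G-protein subunit abundant in neurons, had 3.60 ± 0.44 (SD, n = 3) and -0.73 ± 0.22 (SD, n = 3). Spty2d1, a histone chaperone gene, had 0.26 ± 0.36 (SD, n = 3) in N2a cells and 2.94 ± 2.23 (SD, n = 3) in brain at chromosome 7 from 46877515 to 46877574. Of the 386 probes called in both conditions 5 were higher in N2a cells by this test, and of the 82 called in brain alone 9 were higher in brain. Of the 594 probes higher in brain, 230 were lower than input in N2a cells, and 355 were neither called enriched in brain nor lower in N2a cells. With the image analysis version as a block, 2282 probes were higher in N2a cells and 371 in brain, and among N2a replicates 2 and 3 and brain replicate 1, which share a version, with brain replicate 1 assumed to vary as the N2a replicates do, 3525 and 501. The other versions each hold a single condition. Probes higher in N2a cells were 86.9% of the differing probes, 97.7% after normexp correction (999 against 23) and 97.1% in the authors' value table (2079 against 63), and they numbered 2538 without N2a replicate 3 and 2375 without brain replicate 1, which left 129 higher in brain. The probe of Spty2d1 was not called in brain without brain replicate 1, and its difference did not pass the test without that replicate or without any N2a replicate.

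**Figure D3:**
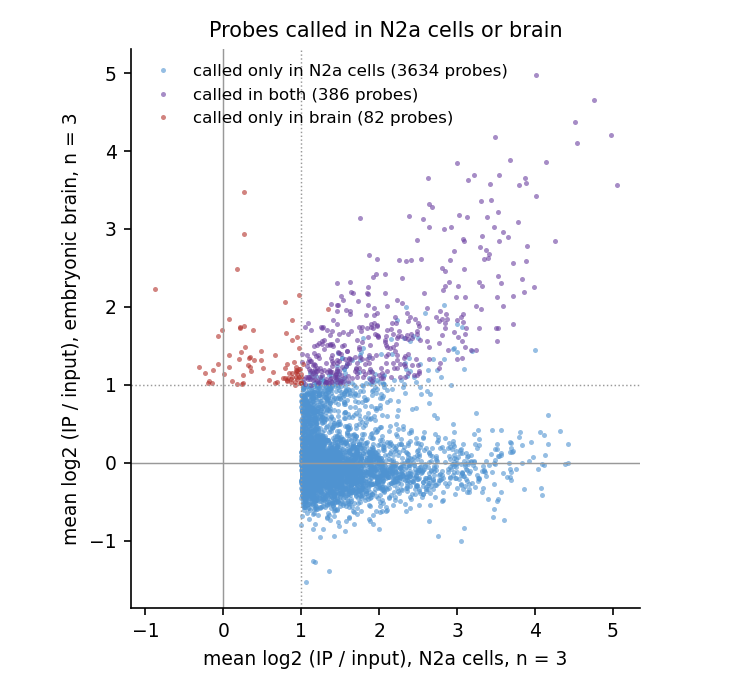
Mean log2 ratio of 3 N2a replicates (x axis) against that of 3 brain replicates (y axis) for each called probe, coloured by where it was called. Of these probes, 3634 were called in N2a cells alone, 386 in both and 82 in brain alone.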

Comparison between ChIP experiments performed in transfected N2a cells and mouse embryonic brain revealed a large degree of overlaping identified targets. In particular, we observed that most of the genes identified only in embryonic brain were also enriched in transfected cells, although the enrichment was below our threshold of selection (see *P*-values in Table S1). 

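At the 79 positions that Table S1 lists for embryonic brain alone, 48 probes (60.8%) were called enriched in N2a cells, and 66 (83.5%) had a log2 ratio above 0 in all 3 N2a replicates, where 23.3% of all probes did. The median N2a log2 ratio of this list was 1.13 and its median brain log2 ratio 1.45. At the 628 positions listed for N2a cells alone, the medians were 1.53 in N2a cells and 0.01 in brain, and 49 were called in brain. At the 290 positions listed for both, the medians were 2.37 and 1.68. The study chose all 3 lists on these arrays, so they are not independent evidence. For 60 of the 628 and 2 of the 290 a range was given, and its probe highest in N2a cells was taken, which raises the N2a values. For 1 of the 79 it was the probe of the range highest in brain. Without N2a replicate 3, 1 of the 79 positions was called in N2a cells, and 17 were called in limma without a trend and 29 at an adjusted p under 0.01. After normexp correction limma called 0 of them, while 39 had an unadjusted p under 0.05 with a mean log2 ratio of 1 or more. From the P values of Table S1, the paper states that most genes found in brain alone were enriched in transfected cells below its selection threshold.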

For the vast majority of the genes that we tested by ChIP-PCR, we were able to validate Arx promoter binding not only in transfected N2a cells but also using mouse embryonic brains immunoprecipitates (Figure 4A). Similarly, we confirmed Arx fixation to *Zic3*, and yet this gene was below our threshold of selection as it was positive in only one experiment in transfected cells and one experiment in embryonic brain. This observation suggests that some genes we identified in only one or two replicates of ChIP experiments may be true targets of Arx and that the number of genes we selected as positive in all three replicates (1006 genes) may be slightly underestimated.

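Zic3, a zinc finger transcription factor of early patterning, had the same probe as its highest in both conditions, at chromosome X from 54373123 to 54373182 in the promoter. Its log2 ratios were 0.57, 1.67 and 2.72 in N2a replicates 1, 2 and 3 (mean 1.65 ± 1.08 (SD, n = 3) with an adjusted p of 0.0123) and 0.80, 2.89 and 0.27 in brain replicates 1, 2 and 3 (mean 1.32 ± 1.39 (SD, n = 3) with an adjusted p of 0.0674). It was called enriched in N2a cells and not in brain, and the difference of N2a cells minus brain was 0.33 (standard error 0.54, adjusted p = 0.806), which did not pass the test. The N2a call ended without N2a replicate 2 or N2a replicate 3, after normexp correction, in the authors' value table, in limma without a trend and at an adjusted p under 0.01. In brain Zic3 was called with each condition fitted alone and without N2a replicate 1, N2a replicate 3 or brain replicate 3 (log2 ratio 1.85 without the last). By the rebuilt rule, P was under 0.001 in 2 N2a replicates and in 1 brain replicate.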

We then showed that quantitative expression levels of putative targets could be significantly altered by the ectopic expression of Arx in N2a cells or its knock-down in ventral telencephalon. In total, we found that approximately one quarter of Arx putative targets were deregulated following increasing or decreasing Arx levels in neuroblastoma cells or embryonic brain. However, this number is probably underestimated as Arx is normally not expressed in N2a cells and may thus lack binding partners and/or cofactors necessary to regulate the expression of certain genes. For example, we noticed that among the 159 ChIP-positive genes that showed gene expression changes in mutant brain, 135 genes did not show any mRNA change in Arx-transfected N2a cells. In addition, Fulp and Colasante have focused on ventral telencephalon for their gene expression experiments [21], [22], thus probably leaving out genes involved in neuroblast proliferation and/or radial migration. Similarly, as we selected only one stage of development in mouse in our ChIP experiments, it is likely that we missed several genes involved in earlier steps such as brain patterning or on the contrary later steps such as synaptogenesis and connectivity. Some changes in gene expression may also be too low to be detected in microarrays experiments. It is for example the case of *Gabrb3*, *Lmo3* or *Cdh2* that show a change of expression in qRT-PCR experiments following Arx expression in N2a cells (data not shown) but not on microarrays.

In conclusion, this study presents the first global analysis of Arx direct transcriptional targets. Identified genes are involved in a wide range of cellular processes suggesting new and expanded roles for this transcription factor. As detailed above, Arx directly regulates genes required for cell-cycle control, tight-junction dynamics, cell morphology, neuronal migration and differentiation as well as synaptic plasticity modulation, neurotransmission and axonal guidance. Among the different targets we identified, a number of genes are known to be important for brain development and some have already been linked to human disorders. But in addition, we identified new genes which may be good candidates to test in human neurological and psychological diseases. Further studies to understand their function and their relation to Arx will certainly bring new insight into the understanding of the pathophysiology of intellectual disability and epilepsy.

## Materials and Methods

### Cell culture and reagents

Neuro2a (N2a) mouse neuroblastoma cells (IFO50081) were obtained from the Japanese Collection of Research Bioresources (http://cellbank.nibio.go.jp/). These cells were grown in Dulbecco's modified Eagle medium (DMEM) high glucose (PAA) which was supplemented with 10% fetal bovine serum gold (PAA), 2 mM L-glutamine (Lonza), 0.1 mM non essential amino-acids (Gibco) and 2 mM penicillin/streptomycin (PAA). Cells were grown at 37°C with 5% CO2 and transfected with an expression vector expressing Arx using Lipofectamine 2000 according to the guidelines of the manufacturer (Invitrogen).

### Chromatin immunoprecipitation

Two days after transfection, 10^6^ N2a cells were fixed in 1% formaldehyde at room temperature for 10 min, followed by the addition of 125 mM glycine to stop the cross-linking reaction. Cells were then resuspended in ice-cold lysis buffer (50 mM Tris-HCl [pH 8.0], 10 mM EDTA, 1% SDS and Protease Inhibitor Cocktail (Roche)). To ensure that DNA fragments ranged from 300 to 600 base pairs (bp), samples were sonicated using a Transsonic T460/H (Elma) in an ice bath with 34 rounds of 30-s sonication pulses and an incubation of 1 min between each round. Samples were then centrifuged at 17 900 g at 4°C for 15 min to remove cell debris. Twenty microliters of the sonicated solution were stored at 4°C as Total Input, while the rest was incubated with 1 µg of either ARX C-terminal antibody (sc-48843, Santa Cruz) or anti-Arx-HD [15] or Pol II N-terminal antibody (sc-899, Santa Cruz) rotating overnight at 4°C. Immune complexes were captured the following day by addition of 40 µl of Dynabeads Protein G (Invitrogen) blocked with salmon sperm DNA (Applied Biosystems) and by incubation for 2 h at 4°C. Following washes with gradient stringent buffers, protein-DNA complexes were eluted by a solution of 1% SDS and 0.1 M NaHCO_3_ for 30 min at room temperature. The eluted solution, as well as the stored Input, was incubated with 0.2 M NaCl, 2 h at 65°C to reverse cross-link. Immunoprecipitated DNA and Input DNA were then isolated via phenol-chloroform extraction followed by ethanol precipitation. Concentration and purity of DNA were assessed using a NanoDrop spectrophotometer.

Chromatin immunoprecipitation on embryonic brains from wild-type mice was performed following a similar protocol. All animal procedures were performed in accordance with French and international guidelines and were approved by the French review board ministère (authorization ID: 29AUTEX005). Briefly, adult pregnant female mice were killed by cervical dislocation and brains were extracted from day 15.5 (E15.5) embryos in cold PBS. Following brain isolation, the whole forebrain including ventral telencephalon, thalamus, cerebral cortex and olfactory bulbs were frozen in liquid nitrogen and kept at −80°C for further experiments. For each experiment, tissue was pooled from 3 embryos. Tissue disaggregation and homogenization were performed in liquid nitrogen using a pestle and a mortar. Samples were then transferred into a 15 ml Falcon tube and fixed in a solution containing PBS, 1% formaldehyde and Protease Inhibitor Cocktail (Roche). Following steps were identical to those described above.

### DNA amplification, labelling and hybridization on microarrays

Equivalent amounts of immunoprecipitated chromatin and total input DNA were amplified in parallel, using a random primer method with the GenomePlex Complete Whole Genome Amplification Kit (15 cycles), according to the manufacturer's instructions (Sigma).

Two micrograms of amplified immunoprecipitated and input DNA samples were labelled with Alexa Fluor 647 or Alexa Fluor 555 respectively, by use of random primers provided in the BioPrime Plus Array CGH Indirect Genomic Labelling System (Invitrogen). A total of 5 µg of labelled DNA was then hybridised to mouse promoter ChIP-chip microarrays set (G4490A, Agilent Technologies) for 40 h at 65°C. After 4 successive washes, hybridization images were obtained using an Agilent DNA microarray scanner (G2505B) and intensity data were extracted using Feature Extraction software (FE v9.5.1) (Agilent Technologies). Results were visualised using the DNA Analytics software 4.0.85 (Agilent Technologies).

### ChIP-chip data analysis and positive probes selection

Intensity data on each array were normalized with the Lowess (Locally weighted scatterplot smoothing) method [34]–[36], pooled and represented on a graph. To identify regions of significant Arx association, the enrichment of each probe on the array was calculated as the log_2_-ratio of the intensities of Arx-immunoprecipitated DNA (y-axis) to control input chromatin (x-axis). One first important assumption is that points corresponding to non positive probes are distributed symmetrically around the axis x = y. A threshold spline curve was then defined by considering only the probes below this axis. Reporting this curve above the axis allowed discrimination between positive and negative probes. For each probe, a *P*-Value was obtained using a normalised distance between it and the axis x = y. All ChIP data are MIAME compliant and raw data have been deposited into NCBI Gene Expression Omnibus (GEO), and can be accessed with accession number GSE29985.

### Validation of target genes by PCR or QFM-PCR on ChIP-extracted DNA

Before DNA was applied to microarrays, the efficiency of chromatin immunoprecipitation was assessed by measuring the enrichment of *Ebf3*, *Lmo1* and *Shox2* promoters in Arx-immunoprecipitated material. Primers targeting these regions as well as the *Gapdh* control were the same as those published by Fulp et al. [21]. Real-time PCR was then performed using the Quantitect SYBR Green PCR Master mix (Qiagen) on a 7300 Real-Time PCR System (Applied Biosystems). The enrichment of the 3 targets was expressed as “% of Input” and was calculated following the SA Biosciences analysis instructions (www.sabiosciences.com/manuals/chipqpcranalysis.xls). Briefly, normalised Ct values for each sample were calculated by subtracting the Ct value obtained using input DNA from the Ct value obtained using Arx-immunoprecipitated DNA and the dilution factor [Ct(IP)] – [Ct(input) – Dilution factor]. Then, “% Input” was calculated using the formula: (2^−ΔCt^)×100.

Semi-quantitative fluorescent multiplex (QFM)-PCR was performed to confirm Arx fixation onto selected putative targets. The assay is based on multiplex PCR of short fragments and on the comparison of fluorescent patterns obtained from Arx-immunoprecipitated DNA and input DNA. Primers targeting Arx-bound regions were designed using PrimerQuest and Oligo Analyzer (IDT Integrated DNA Technologies, http://eu.idtdna.com/Home/Home.aspx) and are listed in Table S5. The optimal PCR conditions including primer concentration, annealing temperature, and number of amplification cycles were adjusted to ensure that each PCR was still in the exponential phase of amplification. PCR was performed with 100 ng of DNA, using the Multiplex PCR master mix 2× kit (Qiagen). Amplified DNA fragments were separated on an ABI PRISM 310 sequencer (Applied Biosystems) at 60°C using POP4 polymer and data were analysed by superimposing fluorescent profiles of immunoprecipitated DNA and input DNA using the GeneMapper v3.4 software (Applied Biosystems).

### Identification of motifs associated with Arx-binding

Motif discovery was performed on 450 bp masked sequences centered on the 500 best positive probes. We used the MDmodule of the MotifRegressor program [25], which allowed us to discover motifs of different sizes. In order to eliminate redundancies between all the identified motifs and compare them with Jaspar [37] and Transfac [38] databases, the MotifsComparator program [26] was used. Similar motifs were gathered leading to a consensus motif, which was generated with the WebLogo tool (http://weblogo.berkeley.edu/). A statistical significance for these motifs was performed using a Chi-square homogeneity test and comparing its score distribution in a set of positive probes and a set of non-positive probes.

Similarly, 400 bp-sequences flanking all positive probes were scanned using EMBOSS Profit (http://bioweb2.pasteur.fr/docs/EMBOSS/profit.html) for motifs corresponding to Prophecy-generated frequency matrixes of our discovered motif and the one defined by the study of Berger et al. [27].

### Luciferase reporter assays

N2a cells were transfected 24 h after plating in 24-well dishes with 500 ng of putative promoters cloned into the luciferase reporter plasmid pGL4.23 expressing the *firefly* luciferase (Promega), 200 ng of Arx-expressing vector or vector alone and 100 ng of pGL4.74 vector expressing the *Renilla* luciferase (Promega) using Lipofectamine 2000. Forty-eight hours after transfection, cell lysis and measurement of *firefly* and *Renilla* luciferase activity on a Fluoroskan Ascent FL microplate luminometer (Thermo Scientific) were performed using the Dual-Glo Luciferase Assay System (Promega) according to the manufacturer's instructions. Transfections were performed in triplicate. The *firefly* luciferase activity was normalized according to the corresponding *Renilla* luciferase activity to correct transfection efficiency and luciferase activity was reported as a mean relative to the results obtained with the expression vector alone.

### Functional annotations

Statistical analysis of the enrichment of Gene Ontology (GO) categories was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/) [39] and the Ingenuity Pathway Analysis (Ingenuity Systems) software (http://www.ingenuity.com/). Enrichment was determined in reference to the genes on the microarray.

### Gene expression analysis

Two days after transfection, RNA from N2a cells (1×10^6^) was isolated using the Total RNA Isolation Nucleospin RNA II kit following the manufacturer's instructions (Macherey-Nagel). After measuring RNA concentration using a Nanodrop ND-1000 spectrophotometer, RNA integrity was assessed with the Agilent 2100 BioAnalyzer (Agilent Technologies) by measuring the RIN. Samples were loaded on the RNA 6000 Nano chip. In addition, quantitative real-time one-step RT-PCR was performed to confirm the enrichment of *Arx* in samples transfected with Arx compared to samples transfected with plasmid control.

RNA (100 ng) was then labelled using the Low Input Quick Amp Labelling kit (Agilent Technologies). RNA spike-in controls were used to adjust possible dye effects. Briefly, 2 µg of total RNA were mixed with spikes-in and converted to cDNA using reverse transcriptase and oligo-dT primers in which T7 promoter sequences were added. T7 RNA polymerase was used for the synthesis and labelling of cRNA with either Cy3 dye or Cy5 dye. The fluorescent labelled cRNA probes were purified using the RNeasy Mini kit (Qiagen). An equal amount (825 ng) of Cy3 and Cy5 labeled cRNA probes were hybridized on Mouse Gene Expression 4×44 K V2 microarray (Agilent Technologies). Hybridization was performed for 17 h, rotating at 10 rpm at 65°C. Then, samples were washed and dried according to the manufacturer's instructions. Hybridization images were obtained using an Agilent DNA microarray scanner and intensity data was extracted using Feature Extraction software (Agilent Technologies). Transcriptomic data are MIAME compliant and raw data have been deposited into GEO and can be accessed with accession number GSE30190.

To characterize the differences in the profile of gene expression between control and cells transfected by *Arx*, the Lowess (Locally weighted scatterplot smoothing) method was used to normalize data expression [34]–[36]. Then, the matrix was filtered to eliminate low intensity probes and the ratio “*Arx* intensity/Control plasmid intensity” was calculated for each probe. Genes with differential expression were classified using the hierarchical clustering program Cluster [40] and the expression level of each gene was log-transformed. The clustering method used here was a centroid linkage with the uncentered correlation coefficient as similarity metric. Results were displayed using the Java TreeView program (http://jtreeview.sourceforge.net/) [41]. Information on probes was retrieved with the MADGene resource [42] and clusters of genes with the same regulation were then functionally annotated using GoMiner (http://discover.nci.nih.gov/gominer/index.jsp) [43].

### Gene expression analysis using Genespring software

To analyze the microarray data generated by Fulp and Colasante from E14.5 *Arx*-mutant brains [21], [22], we downloaded their datasets (GSE12609 and GSE12956) from Gene Expression Omnibus (GEO) and reanalyzed them using GeneSpring (Agilent technologies) for the statistical analysis. The method of Benjamini and Hochberg was applied for the multiple corrections with a *P*-value cut-off of 0.05 [44] and a fold change ≥1.1 or ≤−1.1 to obtain genes with a statistically significant change of expression.

## Supporting Information

Figure S1 Example of the expression of ChIP-positive genes representative of some of the enriched biological categories in E14.5 mouse brain. Images were obtained from the public database GenePaint. The majority of genes are expressed in the developing cortex and/or ganglionic eminences, consistent with a positive or negative regulation by Arx. Ctx: cortex, VZ: ventricular zone, CP: cortical plate, Hip: hippocampus, vTh: ventral thalamus, GE: ganglionic eminences, OB: olfactory bulb.
(TIF)

Table S1 ChIP-positive gene promoters identified only in N2a-transfected cells (sheet 2), only in embryonic brain (sheet 3) or in both (sheet 1). The indicated *P*-value for each gene corresponds to the geometrical mean of the best probe obtained from the 3 replicate experiments. Genes are listed in decreasing *P*-value rank order.
(XLS)

Table S2 Functional gene ontology categories enriched in ChIP-positive genes from N2a cells. The number and percentage of genes in each GO category are presented. The indicated *P*-value corresponds to modified Fisher Exact *P*-Value for gene-enrichment analysis (EASE score).
(XLS)

Table S3 Functional gene ontology categories enriched in ChIP-positive genes from mouse embryonic brain. The number and percentage of genes in each GO category are presented. The indicated *P*-value corresponds to modified Fisher Exact *P*-Value for gene-enrichment analysis (EASE score).
(XLS)

Table S4 List of ChIP-positive genes showing changes of expression following Arx overexpression in N2a cells and/or in *Arx* knock-out mice.
(XLS)

Table S5 Site-specific primers used in ChIP/QFM-PCR for the validation of Arx-bound promoter sequences.
(DOC)

# Supplementary material for: High-Throughput Analysis of Promoter Occupancy Reveals New Targets for Arx, a Gene Mutated in Mental Retardation and Interneuronopathies
**Source:** PLoS One. 2011 Sep 22;6(9):e25181. doi: 10.1371/journal.pone.0025181
**Supplement:** Table S5 — Site-specific primers used in ChIP/QFM-PCR for the validation of Arx-bound promoter sequences.

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| Arid1a | GATCAAGGCATTCGCGGAAA | TTCCCTCTGGTTTCTCCTGG |
| Atrx | TTTACCTCATGGGCTCAGCG | TGCGGTGACTACTAAGATCCCA |
| Bhlhb5 | TTTGGAACGTGCCTATTGCG | TATCTGTTGGCCACAGGAACT |
| Calb2 | AGGTATTAGAAGTCCCTGCCTTGG | TAAACCTCCTACCCAAAGCCTTCC |
| Cdh2 | GGCAAAAGTCTGCCTTCAGGA | ACAAGAAGAAAGGGTGAGTGCC |
| Crb1 | CAGACTTGCATTGTTATCCTAGTCCA | ATTTAGTGCTCTCTGGTGTATTGGTT |
| Cxcr7 | TCAGCTAAGCAACCAGGGATTC | CCCAAGCTGGTCTCAAACTCAT |
| Ebf3 | CCGTAATGGATTTTGAGATGGGA | TGAATTGGTGGTGTGTGTGC |
| Epha3 | AGTGAGGTTAAGTTGACCATAAACG | TGTACGGACTACCCAGACAA |
| Gabrb3 | TCACATGGGCAAACTTGCTCTC | CACTCCACTCTAGCTCATGTCTGT |
| Gapdh | TACTCGCGGCTTTACGGG | TGGAACAGGGAGGAGCAGAGAGCA |
| Grm1 | CTTGCCTGCAAAGTGTCAGAAG | GCTGTTCGACATCCCACAAATC |
| Hist1h4h | ATGAGTTACCACTTGAGCGTCC | CGATGGATCGAAACCATCCTCT |
| Jph4 | TCAGTGTATCATGTGGGCAAGG | TCTGCTCTGATTGGATTCCAGG |
| Lmo1 | TAAGCTAATGGCGGGCACCT | CTCGCTCTCACCAGAGTGCA |
| Lmo3 | GACAGCAGATTTCTCATTTCAACTGC | AGTTCCCCTGTGTTTCCACAA |
| Olig3 | CCAAGGTCACCGTGCTAGTC | TCCGGAAGGAGTCAGTTCAGAT |
| Ppap2b | GTCCCGGCTGCATGTAAAC | ACAGTAGGCGCTCAACAAGT |
| Prph | CTTGGGCTCAGGTCTCAGA | AAGTTCCTACGGGACAGGAAAG |
| Pten | AAGGGCAGCAGCAACTTGTCTA | TGCCACTAATGTAATCCATCAAACCT |
| Sema3c | AACAACTGCTTTGCACTCGG | CTGCTGCAGGCTAGACTCTT |
| Sh3tc2 | ATTAGAGGTCTACTGTGCTCCCGA | AAGTGCCAGCCTTTAGAATGCG |
| Shox2 | TCCAGTTCCCCAGTGTTTTACTAAGT | GCTCTTGGCCATTAATCCAGGATT |
| Shroom3 | CTTTAAACCGAAGCCGACTTGAC | AGATAAACGAATCTCTCCGTGGG |
| Vapb | AGCTTGGCTCATCCTGTGAA | TTCGGTGATTGGCTCTGGAT |
| Zic3 | AGCTATTTGGCCGTGCAGA | TGCCGCATGTAACGGAAGAA |

How the deposited data were processed for this re-analysis (not part of the article)

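Chromatin immunoprecipitation with an Arx antibody was followed by hybridization to promoter arrays in 2 conditions, Arx-transfected N2a cells and forebrain of mouse embryos at day 15.5. Each condition had 3 replicates, each replicate covered 2 arrays that together make up the promoter set, and in brain each replicate pooled 3 embryos, which makes 12 arrays in all.

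The authors amplified immunoprecipitated and input DNA, labelled them in red and green, and hybridized them together. For each array the authors deposited the output of the image analysis, in which the raw median signal of each channel and of its local background is an intensity, and the processed signal of each channel is an intensity after background subtraction, detrending and a linear dye normalization, with no lowess dye correction. The deposited log ratio of each spot is on the log10 scale, of the red over the green processed signal. The authors also deposited a value table on the log10 scale. Its values were compared with the log2 ratio of the raw median signals, centred on the median within bins of intensity. They correlated at r of 0.998 to 1.00 per array with a slope of about 0.30 per log2 unit, which is log10 of immunoprecipitated over input DNA. The image analysis was run in versions 9.5.1.1, 10.5.1.1 and 10.7.3.1, and 1 array of N2a replicate 3 was extracted with a protocol for genomic hybridization. Condition and version cannot be told apart for 9.5.1.1, which holds N2a replicate 1, and for 10.7.3.1, which holds brain replicates 2 and 3. The raw median intensity that the authors' software reports was 171.5 to 282 in the input channel and 204 to 421.5 in the immunoprecipitated channel, and 12 to 969 spots per array were marked as outliers.

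The log2 ratio of the processed signals was computed for every spot, and spots marked as outliers in either channel were set to missing. No probe was repeated, so no spots were averaged. Each array was centred on its median, which had been -0.01 to 0.02. The fit was made in limma 3.58.1 under R 4.3.3 on the 6 replicates, with a mean for each condition, 4 residual degrees of freedom, a prior of 13.12 degrees of freedom and a prior variance that follows intensity. Each mean was tested against 0 and against the other mean, two-sided, with Benjamini-Hochberg adjustment over all 474380 probes. Probes at an adjusted p under 0.05 with a mean log2 ratio of 1 or more were called enriched, which is a ratio of 2, and those at -1 or less were called lower. Gene names are those of the array annotation, and a probe in a divergent promoter counts for both genes. This was decided after the annotation had been looked at and counts without it had been seen. Other names of genes were looked up in a RefSeq table, from which no position was taken. In all, 97.1% of the probes carry a gene name, with a median of 28 probes per gene, and 738 probes have no position.

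The genes named in the text follow a rule, for which the P values of Table S1 had been seen. They are every gene that the paper names in its results or in Fig. 4A for these experiments, the 10 with the highest mean log2 ratio in each condition among called genes above 0 in all 3 replicates, the 5 with the largest difference in each direction, and up to 4 called members of each gene list with the highest mean log2 ratio. The probe of a gene is the called probe with the lowest p, or without a called probe the one with the highest mean, and the probe at the position of Table S1 is given too.

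The selection rule of the paper was rebuilt from its methods. After loess within each array with a span of 0.3, both arrays of a replicate were pooled, the root mean square of the log2 ratios below 0 was taken in 50 bins of intensity and smoothed by a spline, and P was taken from a normal distribution. A gene was selected where its probe with the lowest geometric mean of P met the thresholds that the paper gives. A form in which any probe of the gene may meet them was the first one computed.

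Gene lists of axon guidance, interneurons and ventral telencephalon, homeobox and neural bHLH factors, receptor subunits, cadherins, cell cycle, osteoblasts, olfactory receptors, other tissues, endothelial and microglial cells, ribosomal proteins and core histones were compared with all other genes by Fisher's exact test, two-sided, as were the direct targets Lmo1, Ebf3 and Shox2 and a list of the genes that the paper names as deregulated in Arx mutant striatum, to which Ebf3 and Shox2 had been added. This list was tested again without these 2 genes and without Lmo1 too, which was chosen after the data were seen. Symbols were matched to the genes of the arrays directly or through synonyms. Nrg1, Cdkn3 and Mycbp2 had first been matched to Hrg, Kap and Pam, other genes whose symbols are listed as their synonyms, and were left out after the data were seen, which moved the interneuron list in N2a cells from an adjusted p of 0.0501 to 0.0446 in Fisher's exact test. Each list was also set against 10000 random lists matched on the number of probes per gene in a one-sided permutation test. Probe length was matched too only in a further test of the olfactory receptors in N2a cells. Shares of probes with a neighbour were compared by Fisher's exact test, and random expectations are means of 1000 draws of probes.

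The calculation was tested on simulated data. The values were random noise around 0 with the spread of each probe, and a log2 ratio was added in N2a cells to 50 probes at each size. Of these, 16% were called at 1 added, 78% at 1.5, 90% at 2 and 94% at 3, with 0 false calls at an adjusted p under 0.05. The rebuilt rule, on noise with the same spread for all probes of a replicate, recovered 6%, 80%, 100% and 100% in N2a cells and 38%, 98%, 100% and 100% in brain. A bias of single probes shared by all arrays was not simulated, so the false calls do not bear on it. Of 1000 random gene lists, 4.1% had a p under 0.05 in Fisher's exact test. The alternatives were loess within each array, normexp background correction with an offset of 50, the authors' value table, only probes with input well above background on all replicates, outlier spots kept, limma without a trend, each condition fitted alone, other thresholds, a second probe nearby, and each replicate left out in turn. Centring within probe length and a fit with the image analysis version were added after the data were seen. The quantitative PCR experiments and the motif search were not analysed here. Further tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and data.table 1.17.8.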

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

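Of the tests below, those of a bias shared by both conditions, of centring within probe length (first, for brain, in a form that counted only the calls left), of narrow or rare binding, of olfactory receptor neighbours and of the input signal at Arx were chosen after the result was seen.

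Enriched probes stood alone in brain and in runs in N2a cells, with a raised neighbour within 500 bp for 17.4% and 73.1% of the called probes, a gap of 55.6 percentage points that fell to 36.2 without brain replicate 3 and to 12.5 with N2a replicates 2 and 3 and brain replicate 1, which share a software version, with brain replicate 1 assumed to vary as the N2a replicates do. Counted by gene, 66.6% of the genes called in N2a cells held 1 called probe. Probes within 200 bp of a brain call had a median log2 ratio of 8.73% of that of the calls. In N2a cells 92.1% of the brain calls were at 0.5 or more, against 3.89% of all probes. A probe-specific bias on all arrays would give both shares. The first restates that the calls stand alone, and true binding in both conditions would give the second too. An average shift with probe length as the whole cause is argued against, since centring within length left 91.6% of the median log2 ratio of the brain calls (1.49 before and 1.36 after), and the paper's ChIP-PCR, with most genes enriched and none in controls, argues against bias alone for its genes. A part played by length cannot be told apart, since 22.9% of the calls were left as the median adjusted p moved from 0.0266 to 0.0788, and 59.6% of the calls had 45 or 46 bases against 19.4% of all probes. Binding that is narrow or rare in a mixed tissue is argued against at the 386 probes called in both conditions, since in N2a cells, a single cell type with DNA fragments that reach the neighbours, probes within 200 bp had a median log2 ratio of 1.86% of that of the calls (0.0363 against 1.96, 95% bootstrap interval 0.479% to 3.36%). At the 82 probes called in brain alone this share was 15.2%. That value cannot decide the question, since these 82 probes were not called in the single cell type. Narrow or rare binding stays open for them.

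Olfactory receptor genes, a family the paper does not discuss, had 219 members called in N2a cells, of which 106 held 3 or more called probes and 75 held 1. A probe-specific bias is argued against, since the probes within 200 bp of their called probes had a median log2 ratio of 56.2% of the called probes' own (0.76 against 1.36). An average shift with probe length as the whole cause is argued against too, since centring within length left 24.4% called against 10.6% of other genes, a gap of 102% of that before. Another bias with probe length cannot be told apart, since the share called was 1.92 times that of random lists matched on median probe length and number of probes (24.8% against 12.9%, one-sided permutation p = 0.0001, the smallest it can give) but 1.31 times when matched on mean length (19.0%). Binding at high Arx levels in transfected cells may be the source and was not tested.

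The input DNA, which the paper does not analyse by itself, was brighter in N2a cells than in brain at 4 of the 45 probes of Arx. The log2 difference was 7.16 at 154 bases after the start site. The other log2 differences over 1 were 1.73 at 29 bases before it, 4.35 at 2195 bases and 1.36 at 2324 bases after it. A gain of the region in the N2a genome is argued against by the median log2 difference of -0.0048 over all probes of Arx. DNA of the transfected Arx plasmid in the input is a candidate explanation, with 0 of the 30 probes more than 500 bases before the start site over 1, but the limits of the plasmid insert are not known here, so it cannot be told apart from other causes.

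In the test of N2a cells against brain, 3932 probes were higher in N2a cells and 594 in brain. Of the 10 splits of the 6 replicates into 3 and 3, 1 gave as many called probes, the real one with 4526, and the highest of the others gave 9, but 10 splits are too few for a share under 0.05.

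The largest differences of N2a cells minus brain that passed this test were 4.50 (standard error 0.26) for Stam2, 4.43 (standard error 0.22) for Olfr309, 4.40 (standard error 0.24) for Ccrl2, 4.40 (standard error 0.24) for Olfr69 and 4.33 (standard error 0.20) for Gnao1. In the other direction they were -3.21 (standard error 0.44) for Ephb1, -2.68 (standard error 0.64) for Spty2d1, -2.32 (standard error 0.52) for Eif4a2, -2.23 (standard error 0.45) for Hspb8 and -2.19 (standard error 0.41) for Arpm1. At the probes of Hspb8 and Arpm1 the N2a log2 ratios were -2.15 ± 0.07 (SD, n = 3) and -1.81 ± 0.55 (SD, n = 3). Without brain replicate 1 the differences of Spty2d1 (-3.22), Eif4a2 (-2.53) and Hspb8 (-2.06) did not pass, and without brain replicate 2 those of Hspb8 (-2.11) and Arpm1 (-2.05) did not. The difference of Spty2d1 did not pass without N2a replicate 1 (-2.47), 2 (-2.76) or 3 (-2.80), nor that of Eif4a2 without N2a replicate 2 (-2.17) or 3 (-2.42). With the image analysis version as a block, the differences of Spty2d1 (-1.39), Eif4a2 (-1.94), Hspb8 (-2.57) and Arpm1 (-1.79) did not pass.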

How the results depend on the processing

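The centring within probe length, the fits with the image analysis version, the rule on the authors' value table and leave-one-out for the rule were chosen after the data were seen. The rule with any probe of a gene was not planned and was computed before the main form.

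Loess within each array, only probes with input well above background and outlier spots kept left the counts of enriched probes and genes, of gene lists and of differences within 1.5 times their values, as did a neighbour distance of 1000 bp for the runs of enriched probes, but after loess 837 probes were called lower in N2a cells in place of 1421. The share of N2a probes of Table S1 that were called stayed within it under all alternatives, and the number of gene lists called more often in N2a cells under all but normexp correction, which gave 4 in place of 7, and a pair of called probes. Of 7880 values of named genes under an alternative, 7024 kept their side of the threshold, 769 were no longer called, 83 were newly called and 4 reversed. A reversal was counted only where the value was called in the main fit or in the alternative. Of 600 values of gene lists, 517 kept their side of the threshold, 68 no longer passed, 15 newly passed and 0 reversed. For lists a reversal was counted only where the list passed in both. The cause was not tested for the changes below.

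Normexp correction, made on median signals since 10 of the 12 files hold no mean signals, gave 1907 probes and 961 genes in N2a cells, 5 probes and 5 genes in brain, 5 of the brain probes of Table S1 and 4 genes in both. It called 0 of the positions listed for brain alone in N2a cells (39 at an unadjusted p under 0.05 and a mean log2 ratio of 1 or more in limma), 0 gene lists in brain (2 at an unadjusted p under 0.05 in Fisher's exact test), and gave differences of 999 and 23 probes higher in N2a cells and in brain. The authors' value table gave 2184 probes and 1189 genes in N2a cells, 1 gene list in brain and differences of 2079 and 63. Limma without a trend gave 6 probes and 6 genes in brain, 6 brain probes of Table S1, 6 genes in both, 17 positions listed for brain alone in N2a cells and 381 probes higher in brain. It gave 0 gene lists in brain (0 at an unadjusted p under 0.05) and a difference between the shares of probes with a neighbour of 25.9 percentage points (p = 0.156 in Fisher's exact test). Centring within probe length gave 109 probes and 113 genes in brain, 103 brain probes of Table S1, 103 genes in both and 0 gene lists in brain (1 at an unadjusted p under 0.05). Each condition fitted alone gave 7 gene lists in brain, and the matched permutation test 2.

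Without a fold minimum there were 20478 probes and 7838 genes in N2a cells, 5419 and 4057 in brain, 2174 genes in both and differences of 7321 and 2110. With a minimum ratio of 1.5 there were 11199, 4766, 1857, 1667, 866, 7302 and 2095 in the same order. At an adjusted p under 0.01 there were 74 probes and 76 genes in brain, 69 brain probes of Table S1, 69 genes in both, 29 positions listed for brain alone in N2a cells, 0 gene lists in brain (0 at an unadjusted p under 0.05) and differences of 2604 and 145. With a pair of called probes within 500 bp, 570 genes were called in N2a cells, 4 in brain and 2 in both, 1 gene list passed in N2a cells, that of the olfactory receptors, and 0 in brain (2 at an unadjusted p under 0.05).

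With the image analysis version as a block the differences were 2282 and 371. N2a replicates 2 and 3 and brain replicate 1, which share a version, gave 3134 genes in N2a cells, 190 brain probes of Table S1 and 12.5 percentage points between the shares of probes with a neighbour, with brain replicate 1 assumed to vary as the N2a replicates do. By the rebuilt rule with P in all 3 replicates there were 785 genes in N2a cells, 157 in brain and 96 in both, and with a second probe within 500 bp 621, 13 and 7.

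Leaving out each replicate in turn gave 2364 to 5539 probes and 1167 to 3199 genes in N2a cells, 12 to 1029 probes and 12 to 1010 genes in brain, 11 to 322 brain probes of Table S1 and 9 to 559 genes in both. It gave 1 to 61 positions listed for brain alone in N2a cells, 0 to 7 gene lists in brain, a difference between the shares of probes with a neighbour of 36.2 to 66.3 percentage points, 2375 to 4891 probes higher in N2a cells and 129 to 763 in brain. The rebuilt rule gave 761 to 1436 genes in N2a cells, 164 to 427 in brain and 147 to 360 in both. The lowest counts of called genes came without N2a replicate 3 in N2a cells and without brain replicate 2 in brain.

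Among values called in the main fit or the alternative, the sign reversed for Ank1 in brain with N2a replicates 2 and 3 and brain replicate 1 alone (-0.0993, at both of its listed values). Under normexp correction it reversed for Olfr155 in brain (-0.0183) and for the difference of Hspb8 (0.0312). Replicate numbers do not pair the conditions, since the deviations of replicates with the same number correlated at -0.117, -0.058 and -0.137 and the highest correlation, 0.136, was between N2a replicate 1 and brain replicate 3. A fit with the number as a block, whose counts were seen before this check, gave differences of 4216 and 724. The TAATTA motif test was not run, since no probe sequences or genome were at hand. The signal over background, at 96.1% or more of the probes of every array, limits few probes, and the number of arrays limits the precision.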

Differences from the paper's values

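The rule on the authors' value table was chosen after the values were seen. The form of the rule with any probe of a gene was not planned, but was computed first, before the main form. The other alternatives were set before the data were examined.

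The paper gives 927 genes enriched in N2a cells, and its selection rule, rebuilt from its methods, selected 1436. With P 10 times stricter it selected 1222, with P in all 3 replicates 785 and with a second probe within 500 bp 621, which are within 1.5 times the paper's value. The first also stays within it for brain (375 against the paper's 369) and for both (327 against 290), but P in all 3 replicates gave 157 and 96 and a second probe 13 and 7, which are not. The median of absolute values in place of the root mean square gave 1671 and median centring in place of loess 1485, which are not. The rule on the authors' value table, chosen after the values were seen, gave 1351, which is within it and selects 798 of the 818 N2a genes of Table S1, dropping 20, and the form with any probe gave 1450, which is not.

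The text of the paper places Crb1 among genes found in N2a cells alone while its Table S1 lists it for both conditions, and the rebuilt rule selected it in brain too, with a geometric mean of P of 1.97e-06, while limma did not call it there. The paper counts Zic3 as positive in a single N2a experiment, and P was under 0.001 in 2 N2a replicates here. The paper lists Onecut1 and Pik3r3 among its positive genes, and the rebuilt rule selected neither (geometric means of P of 0.0311 and 9.72e-04 in N2a cells), while limma called Pik3r3 in N2a cells and the probe at the position given for Onecut1 in both conditions. For Onecut1 the rule was applied to probes annotated to it, which do not include the probe at that position. Its result for Onecut1 therefore does not bear on the probe that the paper lists. Cdx1 and Ebf3 were not selected in N2a cells at their probe with the lowest geometric mean of P, where P was under 0.001 in 1 replicate, but another probe of each gene met the rule, and limma called both. For Pten, the position given in Table S1 had an N2a log2 ratio of 0.10 and was not called, while another probe of the gene had 2.01 and was called. Table S1 lists Lmo1, Nxf1 and Cstf2t for both conditions, and limma called them in N2a cells but not in brain, where the rebuilt rule selected all 3. With each condition fitted alone or without N2a replicate 3 limma called Lmo1 and Nxf1 in brain, and without N2a replicate 1 Nxf1. Table S1 also lists Cdx1 for both, and limma called it in brain only after loess within each array, with probes well above background alone, with each condition fitted alone and without N2a replicate 1, N2a replicate 3 or brain replicate 3.

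In Table S1, the list of genes enriched in N2a cells alone holds 26 genes with an N2a P over the paper's N2a threshold and 86 with a brain P of 0.001 or less, the list for both holds 2 with a brain P over 0.001, and the list for brain alone holds 32 with an N2a P at or below that threshold, where the rule also asks for P in single replicates. At 193 listed positions for N2a cells alone the probe was not called, and at 178 of these another probe of the gene was. The paper's P and the log2 ratio at the listed position had a Spearman rho of -0.40 in that list and of -0.91 and -0.87 for N2a cells and brain in the list for both.

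The paper describes oligonucleotides of a single length, and the array files give 44 to 60 bases with 41.5% at 60. The paper names a single version of the image analysis software, and the files name 3.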

Other observations

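Of the tests below, that of salmon sperm DNA and those of the shortened striatum list were chosen after the result was seen.

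A list of 15 genes on the arrays holds those that the paper names as deregulated in the striatum of Arx mutant mice, Lmo1 among them, and the direct targets Ebf3 and Shox2, which it does not name there. In N2a cells 7 were called, Lmo1, Lmo4, Pcdh17, Bmper, Phlda1, Ebf3 and Shox2, against 11.9% of other genes (adjusted p = 0.00455 in Fisher's exact test, two-sided, and 0.03 in a one-sided permutation test, 7 adjusted over the list alone), but the list did not pass with a pair of called probes within 500 bp (adjusted p = 0.299). In brain Lmo4 and Ebf3 were called (adjusted p = 0.125 in Fisher's exact test, 2 adjusted over the list alone). Without Ebf3 and Shox2, a test chosen after the data were seen, 5 of 13 genes were called in N2a cells (p = 0.0135 in Fisher's exact test and 0.0565 in the permutation test, both not adjusted for the number of lists). Without Lmo1 too, 4 of 12 were called (p = 0.045 in Fisher's exact test and 0.138 in the permutation test), so the result of the list rests in part on genes that were checked in each replicate before the arrays. The N2a log2 ratios were 2.01 ± 1.01 (SD, n = 3) for Lmo4 and 1.38 ± 0.96 (SD, n = 3) for Bmper. Bmper was not called without N2a replicate 3 (0.86), and Lmo4 was not called in brain without brain replicate 1 (1.29) or 2 (0.86).

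Of 51 erythroid, liver and muscle genes, 9 were called in N2a cells (adjusted p = 0.293 in Fisher's exact test, 9 adjusted over the list alone) and 4 in brain (adjusted p = 0.111, 3 adjusted over the list alone). The N2a log2 ratios were 2.69 ± 0.69 (SD, n = 3) for Actn2 and 2.61 ± 1.09 (SD, n = 3) for Myf5, and the brain log2 ratios were 1.28 ± 1.15 (SD, n = 3) for Apoa1 and 1.09 ± 0.64 (SD, n = 3) for Tnnc2. Apoa1 and Tnnc2 were not called in brain without brain replicate 1 (1.69 and 1.15) or 2 (0.62 and 0.74), nor Apoa1 without N2a replicate 2. Of 78 ribosomal protein genes, 4 were called in N2a cells (adjusted p = 0.134 in Fisher's exact test, 4 adjusted over the list alone), with 2.09 ± 0.43 (SD, n = 3) for Rps27l and 1.55 ± 0.64 (SD, n = 3) for Rpl21. This list did not pass in brain (adjusted p = 0.383). Of 61 core histone genes, 5 were called in N2a cells (adjusted p = 0.66 in Fisher's exact test, 5 adjusted over the list alone) and 2 in brain (adjusted p = 0.762, 2 adjusted over the list alone). Hist2h3c1 had 3.00 ± 0.81 (SD, n = 3) and Hist1h2bc 1.54 ± 0.34 (SD, n = 3) in N2a cells.

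Of the probes called in brain, 1.07% were above the 99th percentile of input brightness on all 3 brain replicates, against 0.507% of all probes. This argues against cross-hybridization of sequences with many copies as the source of most calls, if such sequences make the input that bright. Cross-hybridization that is weaker, or that raises the immunoprecipitated DNA alone, was not tested. Salmon sperm DNA carried over from the blocked beads cannot be told apart, since 0 of 127 probes inside core histone genes were called in both conditions where 0.12 were expected, which is too few to decide.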
